# Zmiz1 is a novel regulator of brain development associated with autism and intellectual disability

**DOI:** 10.3389/fpsyt.2024.1375492

**Published:** 2024-04-15

**Authors:** Rajan K. C., Alina S. Tiemroth, Abbigail N. Thurmon, Stryder M. Meadows, Maria J. Galazo

**Keywords:** Zmiz1, *de novo* mutations, neurodevelopment, neurodevelopmental disorders, autism

## Abstract

Neurodevelopmental disorders (NDDs) are a class of pathologies arising from perturbations in brain circuit formation and maturation with complex etiological triggers often classified as environmental and genetic. Neuropsychiatric conditions such as autism spectrum disorders (ASD), intellectual disability (ID), and attention deficit hyperactivity disorders (ADHD) are common NDDs characterized by their hereditary underpinnings and inherent heterogeneity. Genetic risk factors for NDDs are increasingly being identified in non-coding regions and proteins bound to them, including transcriptional regulators and chromatin remodelers. Importantly, *de novo* mutations are emerging as important contributors to NDDs and neuropsychiatric disorders. Recently, *de novo* mutations in transcriptional co-factor Zmiz1 or its regulatory regions have been identified in unrelated patients with syndromic ID and ASD. However, the role of Zmiz1 in brain development is unknown. Here, using publicly available databases and a Zmiz1 mutant mouse model, we reveal that Zmiz1 is highly expressed during embryonic brain development in mice and humans, and though broadly expressed across the brain, Zmiz1 is enriched in areas prominently impacted in ID and ASD such as cortex, hippocampus, and cerebellum. We investigated the relationship between Zmiz1 structure and pathogenicity of protein variants, the epigenetic marks associated with Zmiz1 regulation, and protein interactions and signaling pathways regulated by Zmiz1. Our analysis reveals that Zmiz1 regulates multiple developmental processes, including neurogenesis, neuron connectivity, and synaptic signaling. This work paves the way for future studies on the functions of Zmiz1 and highlights the importance of combining analysis of mouse models and human data.

## Introduction

Brain development requires a precisely orchestrated sequence of events, including neurogenesis, neuronal migration, differentiation, cell death, synaptogenesis, and myelination. These processes collectively shape brain architecture, connectivity, and function. Disruptions in neurodevelopmental processes result in a wide variety of neurodevelopmental disorders (NDDs), such as autism spectrum disorders (ASD), attention deficit hyperactivity disorders (ADHD), and intellectual disability (ID) (1, 2). NDDs profoundly affect the developmental trajectory of key brain structures such as the cortex, striatum, hippocampus, thalamus, hypothalamus, and cerebellum resulting in a wide range of cognitive and behavioral deficits impacting social interactions, communication, motor skills, learning, and memory (3, 4).

NDDs are caused by a complex interplay of genetic, epigenetic, and environmental risk factors, with genes and regulatory elements such as transcription factors (TFs), coregulators, and chromatin remodelers playing pivotal roles in its pathogenesis (3). Importantly, *de novo* mutations in transcriptional regulators are emerging as important contributors to NDDs. Between 40-50% of individuals with NDDs are thought to harbor a causative *de novo* variant (5–7). Specifically in ASD, 50% of cases are attributed to common genetic variants, including around 40% *de novo* mutations (5, 8). Understanding the emerging role of *de novo* mutations in transcriptional regulators is critical to advance our knowledge of NDD pathogenesis and improve therapeutic interventions for neurological disorders.

Recently*, de novo* mutations in the coding and regulatory regions of transcriptional coregulator and chromatin remodeler, Zinc Finger MIZ-Type Containing 1 (*ZMIZ1*) have recently been associated with various NDDs, including ID, ASD, and ADHD (9, 10). However, the role of Zmiz1 in brain development and associated pathologies has not been investigated. A comprehensive study of Zmiz1 expression in the developing brain, the pathogenic risk represented by *ZMIZ1 de novo* variants, and the signaling pathways potentially regulated by Zmiz1 is necessary to illuminate how these pathogenic mutations impact early brain development and unveil the etiological nature of Zmiz1-associated neurodevelopmental disorders.

Here we use publicly available resources and a conditional cortex-specific *Zmiz1*-knockout mouse model to investigate the role of Zmiz1 in brain development. Our studies reveal that *Zmiz1* is highly expressed during embryonic brain development in both mice and humans. Although *Zmiz1* is broadly expressed in different cell types throughout the brain, it is notably enriched in brain regions highly impacted in ASD and ID, such as the neocortex, hippocampus, and cerebellum. Analysis of ZMIZ1 structure and mutation load suggests important functions in transcriptional control, formation of multi-molecular complexes, and high intolerance to potentially pathogenic variants. Molecularly, ZMIZ1 is strongly associated with open chromatin marks such as H3K9ac, H3K27ac, H3K4me3, and H3K4me2, which indicate functions as a transcriptional co-activator and chromatin remodeler. Transcriptomic profiling suggests that the loss of *Zmiz1* function impairs cortical neurogenesis, neuron differentiation, and synaptic signaling gene expression profiles. Interestingly, *Zmiz1* displays differential expression in neuropil compared to soma, with cytoplasmic expression in neurons of unknown function. Importantly, the ZMIZ1 interaction network includes genes associated with ASD and other NDDS. This study lays the foundation for future work on the function of Zmiz1 in neurodevelopment, highlights the impact of *de novo* mutations in neurodevelopmental disorders, and underscores the importance of combining analyses of mouse models and human data to advance our understanding of neurodevelopment.

## Results

### Zmiz1 is broadly expressed in human and mouse embryonic brain, but enriched in specific regions and cell types

*Zmiz1* expression levels vary depending on the developmental stage and tissue type, including brain, thyroid, ovary, retina, and lungs (11, 12). In developing mice, *Zmiz1* expression is detected on embryonic day (E) 8.5 in the developing neural tube, somites, and mesoderm. At later embryonic stages, *Zmiz1* expression is observed in various organs and tissues, including the brain, lung, liver, heart, and kidney (12). To understand Zmiz1*’s* role in brain development, we first investigated its temporal expression profile in the brain. In the developing murine brain, *Zmiz1* expression peaks during embryonic stages, from E12 to E18, followed by a decline in early and late postnatal stages (P) 1-4, suggesting a potential involvement in early neurodevelopmental events such as neurogenesis (**Figure 1A**). This is consistent with the expression pattern in the developing human brain, where *Zmiz1* expression is highest during embryonic development and decreases postnatally (14) (**Figures 1B, C**).

**Figure 1:**
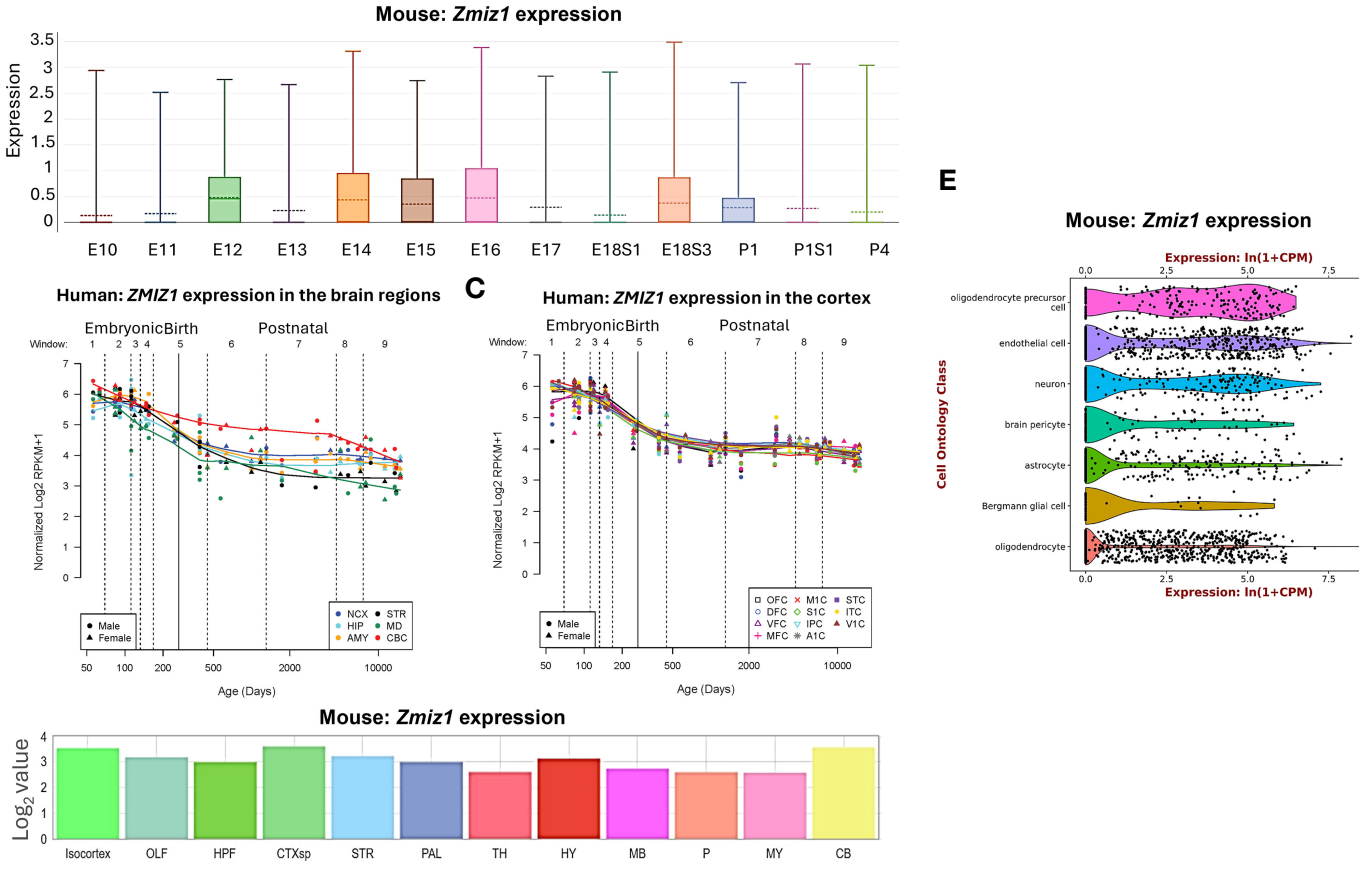
*Zmiz1* expression in the brain. **(A)** *Zmiz1* expression during mouse cortical development from embryonic day **(E)** 10.5 to postnatal day (P) 4 (adapted from single cell dataset, Di Bella, et al., 2021 (13). https://doi.org/10.1038/s41586-021-03670-5). **(B, C)** *Zmiz1* expression during human brain development across brain regions **(B)** and across cortical regions **(C)**. Window (W) 1-4: Embryonic and early to mid-fetal, 5: Birth, 6-9: Later postnatal. NCX-neocortex, HIP-hippocampus, AMY- amygdala, STR-striatum, MD-mediodorsal nucleus of thalamus, CBC-cerebellar cortex, MFC-medial prefrontal cortex, OFC-orbital prefrontal cortex, DFC-dorsolateral prefrontal cortex, VFC-ventrolateral prefrontal cortex, M1C-primary motor cortex, S1C-somatosensory cortex, IPC-posterior inferior parietal cortex, A1C-primary auditory cortex, STC-superior temporal cortex, ITC-inferior temporal cortex, V1C-primary visual cortex. Adapted from PsychENCODE (14), Human brain development, Sestan lab, http://development.psychencode.org/#. **(D)** Murine *Zmiz1* expression in different brain regions; isocortex, olfactory areas (OLF), hippocampal formation (HPF), cortical subplate (CTXsp), striatum (STR), pallidum (PAL), thalamus (TH), hypothalamus (HY), midbrain (MB), pons (P), medulla (MY), and cerebellum (CB) (adapted from Allen Brain Atlas). **(E)** *Zmiz1* expression in different cell types in the brain; oligodendrocytes precursor cell, endothelial cell, neuron, brain pericyte, astrocyte, Bergmann glial cell and oligodendrocyte (https://tabula-muris.ds.czbiohub.org/) (15).

Spatially, *Zmiz1* is expressed throughout the brain, however, its expression is the highest in the cortex and cerebellum (**Figures 1B–D**). *Zmiz1* is also moderately expressed in olfactory areas, hippocampal formation, cortical subplate, striatum, pallidum, thalamus, hypothalamus, midbrain, pons, and medulla. *Zmiz1* expression is observed throughout different cortical regions, such as olfactory, visual, somatosensory, auditory, and motor regions (**Figure 1C**). Analysis of single-cell datasets from mouse brain reveals *Zmiz1* expression in a multitude of cell types, including neurons, endothelial cells, oligodendrocyte precursor cells, brain pericyte, astrocyte, Bergmann glial cells, and oligodendrocytes (15) (**Figure 1E**). Furthermore, the Allen Brain single-cell database (https://portal.brain-map.org/atlases-and-data/rnaseq), specifically the Whole Cortex & Hippocampus – 10X genomics (2020) and 10X-smart-seq taxonomy (2021) datasets, suggests *Zmiz1* expression in both glutamatergic and GABAergic neurons. However, its expression is stronger in excitatory neurons compared to GABAergic neurons (16). Interestingly, a previous study (17) described expression of *Zmiz1* in the cortex of embryonic and postnatal mice and reported expression in the cortical ventricular/subventricular zones, which contain the progenitors that give rise to cortical excitatory neurons.

To further investigate *Zmiz1* expression in excitatory neurons in the cortex, we used two datasets from studies (17, 18) investigating developmental transcriptome changes in three main classes of excitatory cortical projection neurons in mice: intracortical callosal projection neurons (CPN) located in the layer 2-3, subcerebral projection neurons (SCPN) in layer 5, and corticothalamic projection neurons (CThPN) in layer 6 (**Figure 2A**). Our analysis of these datasets revealed that *Zmiz1* is strongly expressed embryonically, but its expression rapidly decreases at neonatal stages, and it is highly reduced by P3 in these projection neuron subtypes (**Figures 2B, C**). Though *Zmiz1* is expressed across all three neuron subtypes, its expression is enriched in CThPN and CPN during embryonic development (**Figures 2B, C**). Interestingly, these neuron subtypes are importantly affected in several NDDs (19).

**Figure 2:**
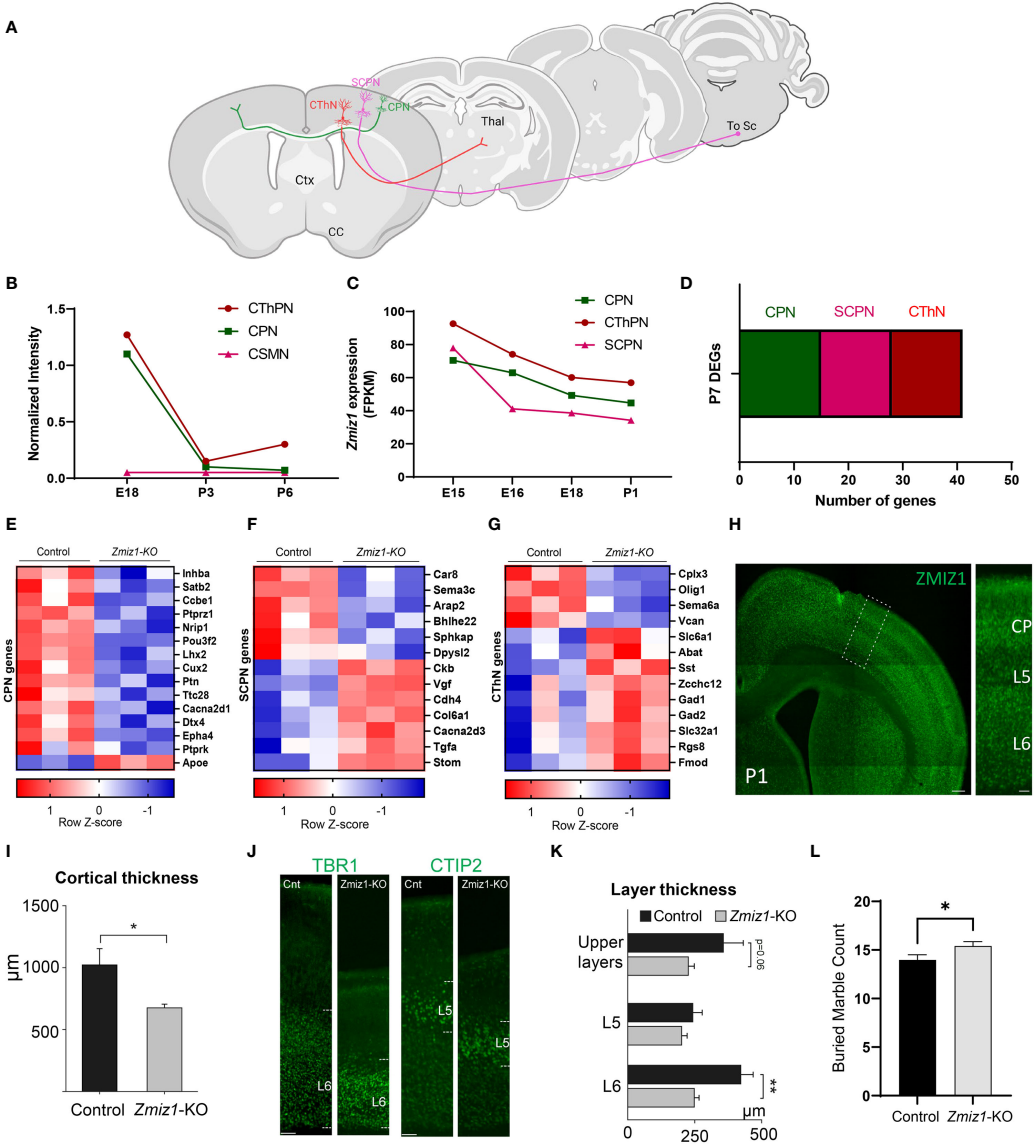
**(A)** Schematics of the main classes of excitatory projection neuron subtypes analyzed: Callosal projection neurons (CPN), Subcerebral projection neurons (SCPN), and Corticothalamic projection neurons (CThPN). **(B)** *Zmiz1* expression in cortical neuron subtypes CPN, SCPN, and CThPN at E18, P3, and P6. Adapted microarray data from Galazo et al., 2016 (17). **(C)** *Zmiz1* expression CPN, SCPN, and CThPN at E15, E16, E18, and P1. Adapted data from DeCoN (18). **(D)** Stacked plot of overlapping P7 DEGs Zmiz1-KO vs Control RNA-seq from this study with CPN, SCPN, and CThPN genes from DECON. E-G) Heatmap plot for CPN **(E)**, SCPN **(F)**, and CThPN **(G)** genes in the P7 DEGs list. RNA-seq performed in n=3 samples per genotype. **(H)** ZMIZ1 protein distribution shown by immunolabeling in P1 cortex. ZMIZ1 immunolabeling is strong in layer 6 and cortical plate (CP), which contains developing upper layer neurons at this time point. **(I)** Total cortical thickness analysis performed in motor cortex at P3 (n= 5 controls, n=3 *Zmiz1*-KO, unpaired t-test, *p<0.05). **(J)** Cortical layer staining with TBR1 for layer 6 and CTIP2 for layer 5 at P3 (n= 5 controls, n=3 Zmiz1-KO). **(K)** Layer thickness analysis performed at P3 (n= 5 controls, n=3 Zmiz1-KO, Anova, **p<0.01). **(L)** Marble burying behavioral test in adult mice (n= 32 controls, n=29 *Zmiz1*-KO, unpaired t-test, *p<0.05). Error bars, SEM. Scale bars, **(H)** low magnification panel 200 μm, **(H)** higher magnification cortical column 50 μm, **(J)** 100 μm.

Collectively, these results indicate that Zmiz1 is broadly expressed across brain regions and cell types during embryonic development, but its expression is enriched in brain regions (cortex, hippocampus, and cerebellum) and cell types (CPN and CThPN), prominently impacted in ID, ASD, and other NDDs. These results underscored the need for further investigation of the function of Zmiz1 in the development of specific brain areas and cell types.

### *De novo* pathogenic variants tend to cluster in intrinsically disorganized regions of ZMIZ1 protein

Genetic constraint and protein structure analyses are crucial to understanding protein function and impact of gene mutations. Gene constraint measures the tolerance of a gene to a class of variation (e.g. loss-of-function) and serves as a key indicator of negative selection of mutations on a gene. Using SFARI’s methodology (oe-score; ratio of observed single nucleotide variants (SNVs) to expected SNVs), we determined *Zmiz1* gene constraint oe-scores for synonymous, missense, and loss-of-function mutations (**Figure 3A**). Lower oe-score values signify greater intolerance. *Zmiz1* showed an oe-score of 1.05 for synonymous mutations (observed SNVs 318/expected SNVs 302.9), and an oe-score of 0.64 for missense mutations (observed SNVs 447/expected SNVs 699.1). Importantly, *Zmiz1* has an oe-score of 0.13 for loss-of-function mutations (observed SNVs 7/expected SNVs 52.1), which indicates that only 13% of the expected loss-of-function variants were observed in sampled data. These results indicate a high constraint and high selective pressure on *Zmiz1*.

**Figure 3:**
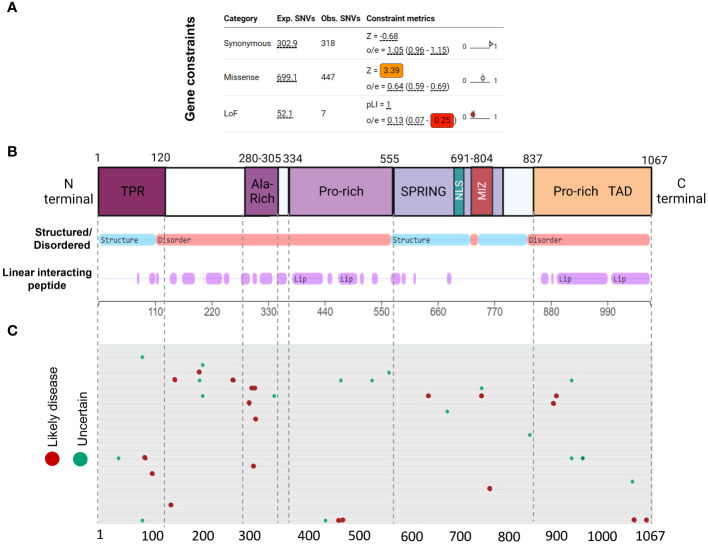
ZMIZ1 protein domains with associated mutations. **(A)** *ZMIZ1* gene constraints on synonymous, missense, and LoF mutations (adapted from SFARI). **(B)** ZMIZ1 protein structural features illustrating functional domains and intrinsically disordered regions (IDR) (adapted from mobidb.org) (20). **(C)** *Zmiz1* associated point mutations (adopted from UniProt Variants Viewer, www.uniprot.org/uniprotkb/Q9ULJ6/variants-viewer). Red - likely disease causing, green – likely benign, and cyan – uncertain.

Intrinsically disordered proteins (IDPs) are known to facilitate the formation of protein-protein complexes, protein-DNA interactions, and the formation of membrane-less organelles via liquid-liquid phase separation. Because of these properties, IDPs have been proposed as key players in chromatin remodeling, transcriptional regulation, and formation of super-enhancers. This is consistent with reported functions of ZMIZ1 as a non-DNA binding transcriptional co-factor (21). We investigated ZMIZ1 protein structure to better understand its function. Our analysis indicates that, structurally, ZMIZ1 is an intrinsically disordered protein (**Figure 3B**). While 22.3% of ZMIZ1 encompasses structured functional domains, 66.40% corresponds to highly disordered regions (IDRs) (**Figure 3B**), therefore, ZMIZ1 qualifies as an IDP. The presence of Intrinsically disordered regions (IDRs) confers extremely dynamic behavior to proteins, which is essential to IDPs functions in multi-molecular complex formation. Specific subregions within IDRs known as Linear Interacting Peptides (LIPs) undergo disorder-to-order transitions when interacting with protein domains or nucleic acids, and are vital for phase transition (22, 23). Our analysis indicates that 50.30% of the ZMIZ1 protein structure is composed of LIPs (**Figure 3B**). The high content of IDRs and LIPs in the ZMIZ1 sequence suggests a functionally important role in transcriptional regulation, and potentially a novel role in the formation of multi-molecular complexes and super-enhancers via phase separation.

The ZMIZ1 exhibits a notable presence of *de novo* mutations (Uniprot variants viewer: https://www.uniprot.org/) (**Figure 3C**). Although Likely Disease-Causing *de novo* mutations and Uncertain nature *de novo* mutations are distributed throughout the ZMIZ1 protein sequence, they significantly clustered into four specific domains: the TPR, Alanine-rich, Central Proline-rich, and C-terminal Proline-rich domains (**Figure 3C**). Sixty-five percent of Disease-causing SNV mutations and 60.5% of Uncertain nature SNVs are in these domains. The Alanine-rich, Central Proline-rich, and C-terminal Proline-rich domains correspond to IDRs. When normalizing the mutation load by the length of these domains (percentage of mutations/number of amino acids), the Alanine-Rich stands out as the domain in ZMIZ1 accumulating the highest burden of Disease-causing mutations per amino acid (Alanine-rich 20%, TPR 1.66%, Central Proline-rich 0.9%, C-terminal Proline-rich 1.74%). The entire Alanine-Rich domain contains repeats of LIP sequences. LIPs are also highly prevalent in the Central Proline-rich, and C-terminal Proline-rich domains (**Figure 3B**).

Together, the high intolerance of Zmiz1 to mutation and its complex and highly disorganized protein structure suggests important functions in transcription regulation, and perhaps novel functions in the formation of multi-molecular complexes and super-enhancers.

### Zmiz1 is associated with recruitment of activating histone marks

ZMIZ1 is known to interact with subunits of the SWI/SNF complex and to bind transcription factors as a co-factor. However, the molecular mechanisms and interactions determining ZMIZ1 activity in transcriptional regulation and chromatin remodeling are far from understood. ZMIZ1, also called PIAS-Like Protein Zimp10, is a member of the PIAS family of proteins. PIAS are negative regulators of STAT signaling and are mainly known as transcriptional repressors, although they also have been shown to act as activators (24). Functions of ZMIZ1 as a co-activator of p53 and Androgen receptor-mediated transcription have been described (25, 26). Thus, whether ZMIZ1 functions as a co-repressor, co-activator, or both is not established.

To investigate this question, we used Factorbook database (a web-based repository of integrative analysis associated with ENCODE ChIP-seq data) to analyze the presence of histone modification marks around ZMIZ1 chromatin binding sites (ZMIZ1-ChIP peaks) in K562 human cell line. We found a robust enrichment of activating histone marks, including H3K4me1, H3K4me2, H3K4me3, H3K9ac, H3K27ac, and H3K79me2, suggesting strong transcriptional activation of genes bound by ZMIZ1 peaks (**Figures 4A–F**) (27, 28). Conversely, repressive histone marks, such as H3K9me3 and H3K27me3, are minimally present around ZMIZ1-ChIP peaks (**Figures 4G, H**).

**Figure 4:**
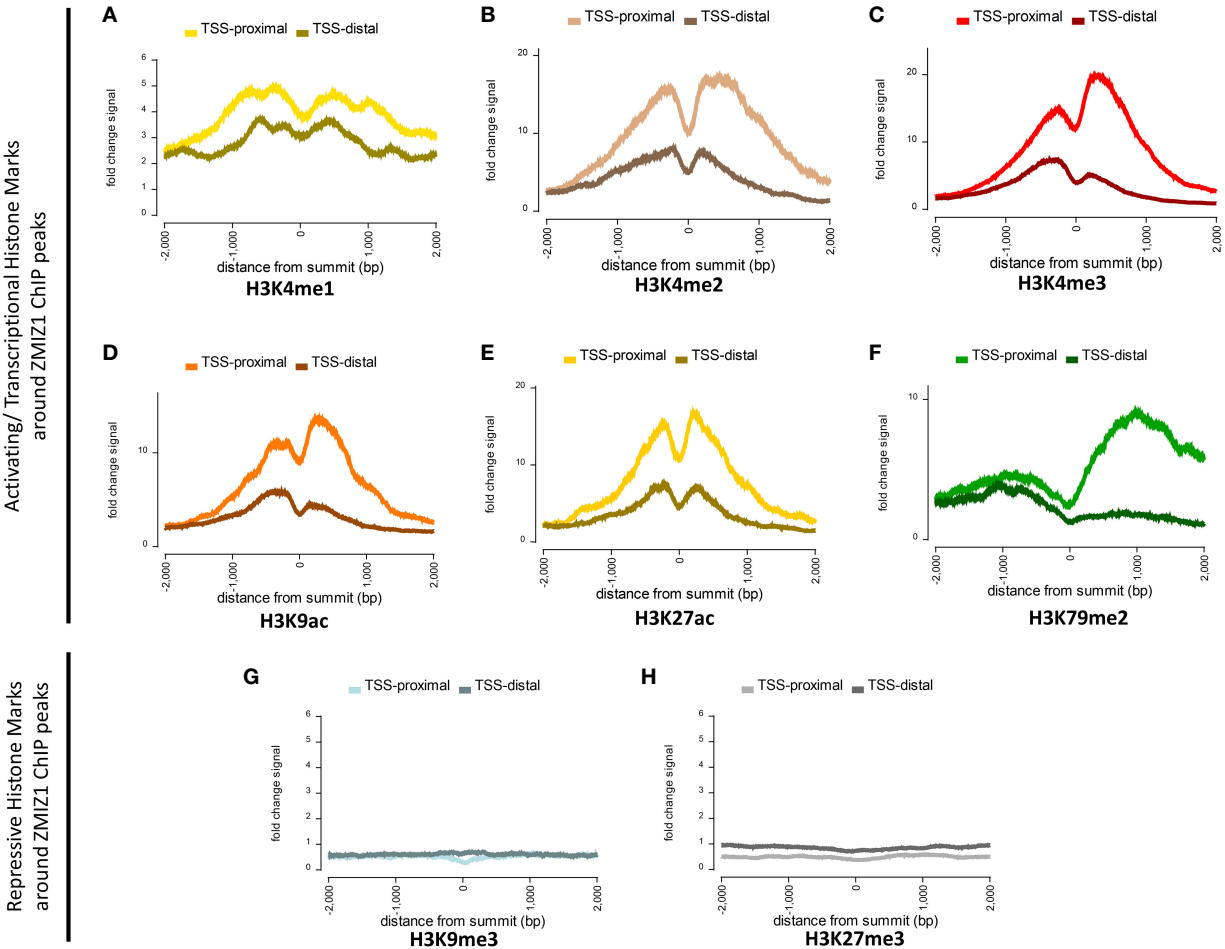
Highly enriched activating histone modifications mark around ZMIZ1 bound ChIP peaks in K562 human cell line. **(A–F)** Strong activating/transcriptional histone marks around ZMIZ1 bound ChIP peaks near TSS-proximal site: **(A)** H3K4me1, **(B)** H3K4me2, **(C)** H3K4me3, **(D)** H3K9ac, **(E)** H3K27ac, **(F)** H3K79me2. **(G, H)** No repressive histone marks around ZMIZ1 bound ChIP peaks: **(G)** H3K9me3, **(H)** H3k27me3. Adapted from Factorbook (27, 28), epigenetic profile, factorbook.org.

Histone activating marks stimulate transcription by promoting transcription initiation (29–31). Specifically, high enrichment of H3K27ac is typically associated with highly active loci and has been used to determine the presence of enhancers and super-enhancers (32, 33). The strong enrichment of activating histone marks associated with ZMIZ1 bound peaks, together with its disorganized structure and high content of LIPs, indicate that ZMIZ1 primarily functions as a co-activator and are consistent with the predicted functions in the formation of multi-molecular complex and super-enhancers.

### Loss of Zmiz1 disrupts expression of cortical neuron development genes and affects cortical development

To begin to understand the role of Zmiz1 in cortical development, we investigated the effect of its loss of function in the mouse cortex. 

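RNA from dissected cortices at postnatal day 7 was sequenced, in 3 libraries from wildtype mice and 3 from Zmiz1-KO mice. In Zmiz1-KO mice, Cre recombinase expressed under the control of Emx1 deletes the floxed Zmiz1 gene in cortical progenitors. The authors aligned the reads to the mouse genome (mm10) with STAR and normalized the counts with DESeq2 in Illumina BaseSpace, and the deposited table holds 1 normalized count for each of 24972 genes in each of the 6 libraries, of which 5323 genes are listed at 0 in all libraries. Normalized counts summed to between 32677419 and 33239707 per library in wildtype (median 32961654) and to between 32661979 and 32942390 in the libraries labelled Zmiz1-KO (median 32877433). These sums follow the authors' normalization and are not the sequencing depth. The most common low value ranged from 1.83 to 2.11 between libraries. This step would stand for the smallest counted unit, and whether that is a read or a pair of reads was not settled. The sum of a library divided by the step estimates the number of such units. It gave 15494888 to 16551672 in wildtype (median 16035639) and 16266751 to 17858395 in the libraries labelled Zmiz1-KO (median 16564168). Whole reads could not be recovered for most genes, since 92.2 to 93.8% of the low values but only 19.9 to 20.9% of the high values of a library lay near a whole multiple of that step. Values were analysed as log2(value + 1), and groups were compared by limma's moderated test with an intensity trend and Benjamini-Hochberg adjustment over the 15800 genes with a value of at least 10 in at least 3 libraries. With 3 libraries against 3, an exact two-sided permutation test of a single gene cannot give a p below 0.1. Zmiz1 itself, on chromosome 14 of GRCm38 from 25459185 to 25666743, had 8119, 7929 and 7461 normalized counts in wildtype replicates 1, 2 and 3, and 9944, 9779 and 9660 in replicates 1, 2 and 3 labelled Zmiz1-KO. Its mean was 7836 ± 339 (SD, n = 3) in wildtype and 9794 ± 143 (SD, n = 3) in the libraries labelled Zmiz1-KO, a log2 fold change of 0.32 (standard error 0.040, limma adjusted p = 0.00125; exact permutation p = 0.1). With each library left out in turn, this change stayed between 0.29 and 0.35. The deleted gene was thus higher, not lower, in the libraries that carry the label of the deletion, so the groups are named by their label. The table gives a value per gene and not per exon, so transcripts with and without the floxed part could not be told apart. Xist, transcribed from the inactive X chromosome of females, had 25307 normalized counts in wildtype replicate 3 and 24403 in replicate 2 labelled Zmiz1-KO, and 12.9 to 57.3 in the other libraries. The Y-linked gene Ddx3y was listed at 0 and 1.89 in those 2 libraries and between 1250 and 1483 in the others, so each group holds 2 male libraries and 1 female library.

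**Figure D1:**
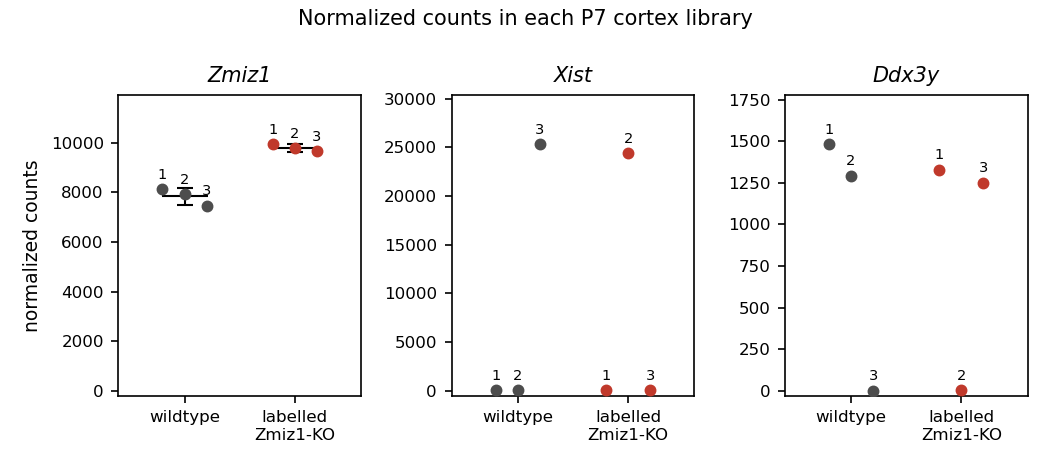
Normalized counts of Zmiz1, Xist and Ddx3y in each P7 cortex library, with points numbered by replicate and, for Zmiz1, a bar at the mean and whiskers of 1 SD. For Zmiz1, the 3 libraries labelled Zmiz1-KO lie between 9660 and 9944, above the 3 wildtype libraries at 7461 to 8119.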

We conditionally deleted *Zmiz1* in the cortical progenitors, using an *Emx1-*Cre mouse line (*Zmiz1*-KO), and assessed transcriptomic changes at P7 (**Figure 5A**). We found 104 differentially expressed genes (DEGs) in the *Zmiz1*-KO cortex, out of which 35 were downregulated genes and 69 were upregulated genes (**Figure 5B**). 

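Of the 15800 genes tested, 65 had an adjusted p at or under 0.05 (limma), 26 of them higher and 39 lower in the libraries labelled Zmiz1-KO, in which Zmiz1 itself was 1 of the 26 higher genes. In all 65, the 3 values of one group lay above the 3 values of the other. Over all tested genes this held for 2570, or 16.3%, against the 10% that chance gives. The absolute log2 fold changes of the 65 genes ran from 0.18 to 3.09 with a median of 0.32, and 2 genes exceeded 1. Over the alternatives the count ran from 12 genes, without replicate 3 labelled Zmiz1-KO, to 168 with the replicate number as a block, and it was 152 without replicate 2 labelled Zmiz1-KO. At an adjusted p of 0.1 the count was 106, with 41 genes higher and 65 lower. The steepest decrease was that of Gm5512, on chromosome 19 of GRCm38 from 12905320 to 12906841, with 235 ± 52.6 normalized counts (SD, n = 3) in wildtype and 26.3 ± 1.62 (SD, n = 3) in the libraries labelled Zmiz1-KO. This was a log2 fold change of -3.09 (standard error 0.20, limma adjusted p = 2.86e-07), but 72.2% of the 75-base stretches of Gm5512 transcripts also occur in other genes, most of them in Rmnd1. Rmnd1, which shares 17.6% of its stretches, changed by 0.60 (limma adjusted p = 0.00173). Fosb had the steepest increase, from 51.4 ± 8.79 normalized counts (SD, n = 3) in wildtype to 104 ± 17.2 (SD, n = 3), a log2 fold change of 1.01 (standard error 0.21, limma adjusted p = 0.0478). Fos rose from 209 ± 29.4 to 402 ± 22.0 normalized counts (SD, n = 3 per group), with a log2 fold change of 0.95 (limma adjusted p = 0.00125). Of the other 10 genes with the largest changes, P2ry1 (0.68), Klf4 (0.67) and Stom (0.54) were higher and Pcdha1 (-0.76), Tnc (-0.64) and Cplx3 (-0.54) were lower. Pcdha1 shares 58.2% of its 75-base stretches with other genes of its cluster and P2ry1 shares 21.4%, mostly with an antisense gene. Egr1 and Emx1 were singled out after their values were seen. Egr1 rose from 1691 ± 70.7 to 2445 ± 25.5 normalized counts, a log2 fold change of 0.53 (limma adjusted p = 3.30e-05). Emx1, the gene whose control drives Cre, fell from 763 ± 67.6 to 529 ± 55.1, a log2 fold change of -0.53 (limma adjusted p = 0.0150). The paper takes the DEGs of this comparison as the genes affected by the loss of Zmiz1, and reasons from their annotations to the processes that Zmiz1 regulates.

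**Figure D2:**
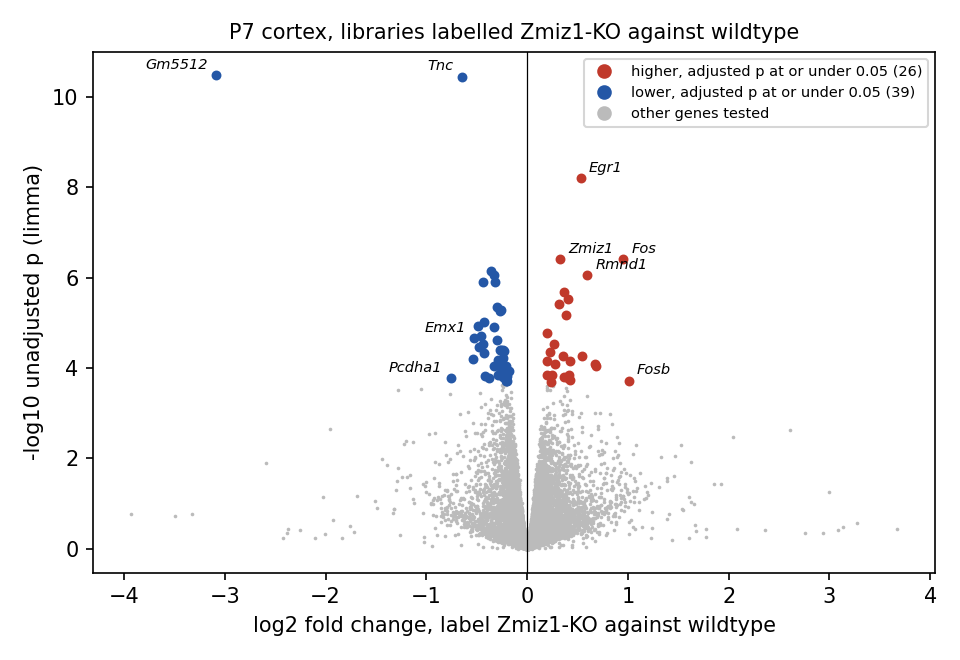
Log2 fold change of each of the 15800 genes tested (libraries labelled Zmiz1-KO against wildtype) against the negative log10 of its unadjusted p, with genes at or under an adjusted p of 0.05 in color. Gm5512 lies far to the left at -3.09, while most of the 65 colored genes lie within 1 of zero change.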

We performed Gene Ontology (GO) analysis on DEGs to evaluate the biological and cellular processes affected. 

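Which DEGs carry each GO term is not given in the paper's text, and the enrichment itself was not repeated here, since no GO annotation was used. Among the DEGs that the paper names elsewhere are transcription factors of neuronal differentiation, among them Rorb, on chromosome 19 of GRCm38 from 18930605 to 19111196. Rorb had 1644 ± 124 normalized counts (SD, n = 3) in wildtype and 1219 ± 97.0 (SD, n = 3) in the libraries labelled Zmiz1-KO, a log2 fold change of -0.43 (standard error 0.068, limma adjusted p = 0.00856). Satb1 fell from 6538 ± 569 to 5417 ± 260 normalized counts (SD, n = 3 per group), with a log2 fold change of -0.27 (standard error 0.058) and a limma adjusted p of 0.0932, over the threshold. For Bhlhe22 the change was -0.26 (standard error 0.062, limma adjusted p = 0.127), and for Tcf4 it was -0.17 (standard error 0.051, limma adjusted p = 0.216). In each of these 4 genes the 3 libraries labelled Zmiz1-KO lay below the 3 wildtype libraries, and Zmiz1 itself went the other way.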

Biological processes such as neurogenesis, neuron development and differentiation, axon development, and neuron projection morphogenesis were significantly affected in the *Zmiz1*-KO cortex (**Figure 5C**). Molecular functions affected included ephrin signaling, glutamate signaling, and semaphorin signaling (**Figure 5D**). 

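The ephrin receptor and semaphorin genes among the DEGs that the paper names were lower in the libraries labelled Zmiz1-KO, where Zmiz1 itself was higher. Epha4, on chromosome 1 of GRCm38 from 77367185 to 77515088, had 7193 ± 268 normalized counts (SD, n = 3) in wildtype and 6279 ± 87.3 (SD, n = 3) in the libraries labelled Zmiz1-KO. Its log2 fold change was -0.20 (standard error 0.040, limma adjusted p = 0.0444). Sema3c, on chromosome 5 from 17574281 to 17730268, fell from 1328 ± 13.6 to 1063 ± 81.8 normalized counts (SD, n = 3 per group), a log2 fold change of -0.32 (standard error 0.063, limma adjusted p = 0.0307). Sema6a, on chromosome 18 from 47235598 to 47368870, fell from 3230 ± 133 to 2754 ± 205 normalized counts (SD, n = 3 per group), and its log2 fold change of -0.23 (standard error 0.054) had a limma adjusted p of 0.0944, over the threshold. All 3 wildtype values of each gene lay above the 3 values of the other group. With each library left out in turn, Epha4 passed the threshold in 2 of 6 fits (limma adjusted p from 0.0244 to 0.294) and Sema3c in 1 of 6 (limma adjusted p from 0.00508 to 0.239).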

Specific cellular components associated with DEGs include synapses, axons, dendrites, and growth cones (**Figure 5E**). Reactome pathways such as AMPA receptor activation, neurotransmitter release cycle, chemical synapse transmission, and GABA signaling (**Figure 5F**) were significantly affected in *Zmiz1*-KO cortex.

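The AMPA receptor subunit genes moved in opposite directions. Gria2, on chromosome 3 of GRCm38 from 80681450 to 80802835, had 14724 ± 830 normalized counts (SD, n = 3) in wildtype and 12608 ± 903 (SD, n = 3) in the libraries labelled Zmiz1-KO, a log2 fold change of -0.22 (standard error 0.054, limma adjusted p = 0.132). Gria1, on chromosome 11 from 57011387 to 57330244, rose from 12222 ± 312 to 13664 ± 567 normalized counts (SD, n = 3 per group), a log2 fold change of 0.16 (standard error 0.039, limma adjusted p = 0.112). Neither passed the threshold over all tested genes, although the 3 values of each group did not overlap. Zmiz1 itself was higher in the same libraries. Gria1 passed it after a correction for GC content and transcript length, and Gria2 did so without replicate 2 labelled Zmiz1-KO. With the replicate number as a block, both passed. Gad1 and Gad2, Slc32a1 and Abat, which act in the synthesis, vesicular loading and breakdown of GABA, were higher in the libraries labelled Zmiz1-KO, with log2 fold changes of 0.30, 0.33, 0.34 and 0.20. None of these 4 passed the threshold, with limma adjusted p values of 0.424, 0.578, 0.378 and 0.168. Without wildtype replicate 2, Gad1 and Slc32a1 passed it, and with the replicate number as a block, Gad1, Gad2 and Abat did. The wildtype spread of Gad2, 3390 ± 618 normalized counts (SD, n = 3), overlapped the 4230 ± 424 (SD, n = 3) of the other group, and Gad1 overlapped as well. Slc32a1 shares 23.0% of its 75-base stretches with other genes, most of them with Gm14205 on the opposite strand.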

**Figure 5:**
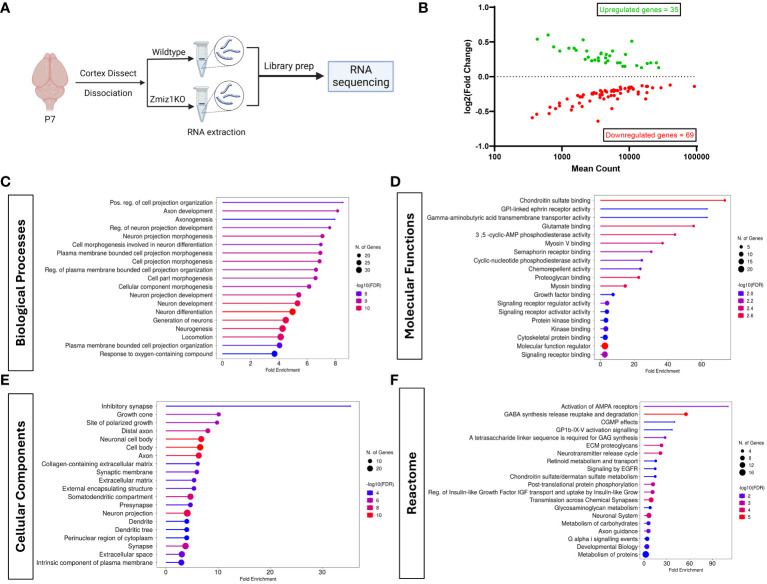
Zmiz1 regulates neuronal developmental processes. **(A)** Schematic diagram depicting RNA sequencing strategy. **(B)** MA plot of differentially expressed genes between wildtype and *Zmiz1*-KO cortex. **(C–F)** Top Gene Ontology (GO) analysis on differentially expressed genes for biological processes **(C)**, molecular functions **(D)**, cellular component **(E)**, and Reactome **(F)** (FDR ≤ 0.05).

Next, we assessed transcriptome changes in the main classes of cortical projection neuron subtypes CPN, SCPN, and CThPN (**Figure 2A**). We conducted a correlation analysis of P7 *Zmiz1*-KO cortex DEGs in our study with gene clusters associated with CPN, SCPN, and CThPN from the DeCoN dataset (18). According to DeCoN classification, 15 of the *Zmiz1*-KO cortex DEGs are cataloged as CPN genes, 12 DEGs are SCPN genes, and 6 are CThPN genes (**Figure 2D**). Noteworthy CPN-DEGs encompass Inhba, Satb2, Ccbe1, Ptprz1, Nrip1, Pou3f2, Lhx2, Cux2, Ptn, Ttc28, Cacna2d1, Dtx4, Epha4, Ptprk, and Apoe. 

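All 15 genes were among those tested. In the libraries labelled Zmiz1-KO, 14 of them were lower and 1, Apoe, was higher, while Zmiz1 was higher too. Of the 15, 9 had a limma adjusted p at or under 0.05 over all tested genes, namely Ccbe1, Ptprz1, Nrip1, Pou3f2, Lhx2, Ptn, Cacna2d1, Epha4 and Apoe. With adjustment over the list alone all 15 did, but the list holds the paper's own calls on the same libraries. The values of the groups did not overlap in 14 of the 15 genes, Ptprk being the exception. Ptprz1, on chromosome 6 of GRCm38 from 22875502 to 23052916, had 19478 ± 707 normalized counts (SD, n = 3) in wildtype and 15624 ± 886 (SD, n = 3) in the libraries labelled Zmiz1-KO, a log2 fold change of -0.32 (standard error 0.043, limma adjusted p = 0.00203). Pou3f2 fell from 1876 ± 35.9 to 1552 ± 10.5 normalized counts (SD, n = 3 per group), a log2 fold change of -0.27 (standard error 0.049, limma adjusted p = 0.0213). The change of Ptn was -0.23 (standard error 0.041, limma adjusted p = 0.0216), that of Nrip1 -0.29 (standard error 0.055, limma adjusted p = 0.0271) and that of Lhx2 -0.26 (standard error 0.052, limma adjusted p = 0.0411). Apoe rose from 23616 ± 355 to 27146 ± 612 normalized counts (SD, n = 3 per group), a log2 fold change of 0.20 (standard error 0.034, limma adjusted p = 0.0129). Inhba was over the threshold and fell from 435 ± 55.3 to 292 ± 55.2 normalized counts (SD, n = 3 per group), a log2 fold change of -0.59 (standard error 0.14, limma adjusted p = 0.121). Cux2 (-0.25), Ttc28 (-0.22), Dtx4 (-0.20) and Ptprk (-0.20) had limma adjusted p values of 0.0555, 0.168, 0.0932 and 0.370. At an adjusted p of 0.1, 11 of the 15 genes passed, with Cux2 and Dtx4 added.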

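The 12 genes with an SCPN classification split evenly by direction in the libraries labelled Zmiz1-KO, and so did the 6 with a CThPN classification. Zmiz1 was itself higher there. Car8 (-0.42), Sema3c, Arap2 (-0.29), Bhlhe22, Sphkap (-0.20) and Dpysl2 (-0.13) were lower by log2 fold change, and Ckb (0.19), Vgf (0.23), Cdh4 (0.23), Col6a1 (0.25), Cacna2d3 (0.27) and Stom were higher. Of these 12, 7 had an adjusted p at or under 0.05 over all tested genes, namely Car8, Sema3c, Arap2, Ckb, Vgf, Cacna2d3 and Stom, and 10 did at an adjusted p of 0.1. All 12 passed with adjustment over the list alone, and the values of the groups overlapped in none. Stom, on chromosome 2 of GRCm38 from 35313986 to 35336976, rose from 352 ± 50.0 to 509 ± 6.93 normalized counts (SD, n = 3 per group), with a standard error of 0.10 on its log2 fold change and a limma adjusted p of 0.0246. Car8, on chromosome 4 from 8143362 to 8239041, fell from 1052 ± 72.8 to 790 ± 96.8 normalized counts (SD, n = 3 per group), with a standard error of 0.084 and a limma adjusted p of 0.0443. Dpysl2 had 16216 ± 1007 normalized counts (SD, n = 3) in wildtype and 14795 ± 821 (SD, n = 3) in the libraries labelled Zmiz1-KO, and its limma adjusted p of 0.331 was over the threshold under every alternative tried. Arap2 and Ckb share 6.02% and 5.82% of their 75-base stretches with other genes. Among the 6 CThPN genes, Cplx3, Sema6a and Vcan (-0.20) were lower and Zcchc12 (0.23), Rgs8 (0.37) and Fmod (0.41) were higher. Cplx3 and Fmod passed the threshold over all tested genes, 4 passed at an adjusted p of 0.1, and 5 passed with adjustment over the list alone. Fmod, on chromosome 1 from 134037254 to 134048277, rose from 1090 ± 114 to 1451 ± 116 normalized counts (SD, n = 3 per group), with a standard error of 0.080 and a limma adjusted p of 0.0437. Zcchc12 had a limma adjusted p of 0.488 and overlapping groups, and that of Rgs8 was 0.418. Fig. 2 shows further genes in these classes, among them Tgfa for SCPN and Olig1, Abat, Sst, Gad1, Gad2 and Slc32a1 for CThPN. Of the genes shown only there, Olig1 alone passed, falling from 4673 ± 143 to 3730 ± 105 normalized counts (SD, n = 3 per group), a log2 fold change of -0.32 (standard error 0.043, limma adjusted p = 0.00173). Olig1 shares 3.98% of its 75-base stretches with other genes. With the genes of Fig. 2 included, 7 of 13 SCPN genes and 3 of 13 CThPN genes passed, and 9 of the 13 CThPN genes were higher.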

SCPN-DEGs consist of Car8, Sema3c, Arap2, Bhlhe22, Sphkap, Dpysl2, Ckb, Vgf, Cdh4, Col6a1, Cacna2d3, and Stom, while CThPN-DEGs include Cplx3, Sema6a, Vcan, Zcchc12, Rgs8, and Fmod (**Figures 2E–G**). 

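Across the classes, 9 of 15 CPN genes passed an adjusted p of 0.05 (limma), against 9 of the 18 genes classed as SCPN or CThPN. No difference between these proportions was detected (Fisher's exact test, two-sided, p = 0.729, and 0.729 after Benjamini-Hochberg adjustment over the 2 comparisons made between the classes). With so few genes, this test cannot show that the proportions are equal. The genes that only Fig. 2 shows were left out of both comparisons. The directions did differ, with 14 CPN genes lower and 1 higher in the libraries labelled Zmiz1-KO, against 9 lower and 9 higher among the others (Fisher's exact test, two-sided, p = 0.00936, adjusted 0.0187). Genes are not independent replicates, and the 3 lists are the paper's own calls on the same 6 libraries, in which Zmiz1 was higher under the label of its deletion. The median log2 fold change was -0.25 over the CPN genes, 0.03 over the SCPN genes and 0.01 over the CThPN genes, and the median size of the change was 0.25, 0.26 and 0.30.

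**Figure D3:**
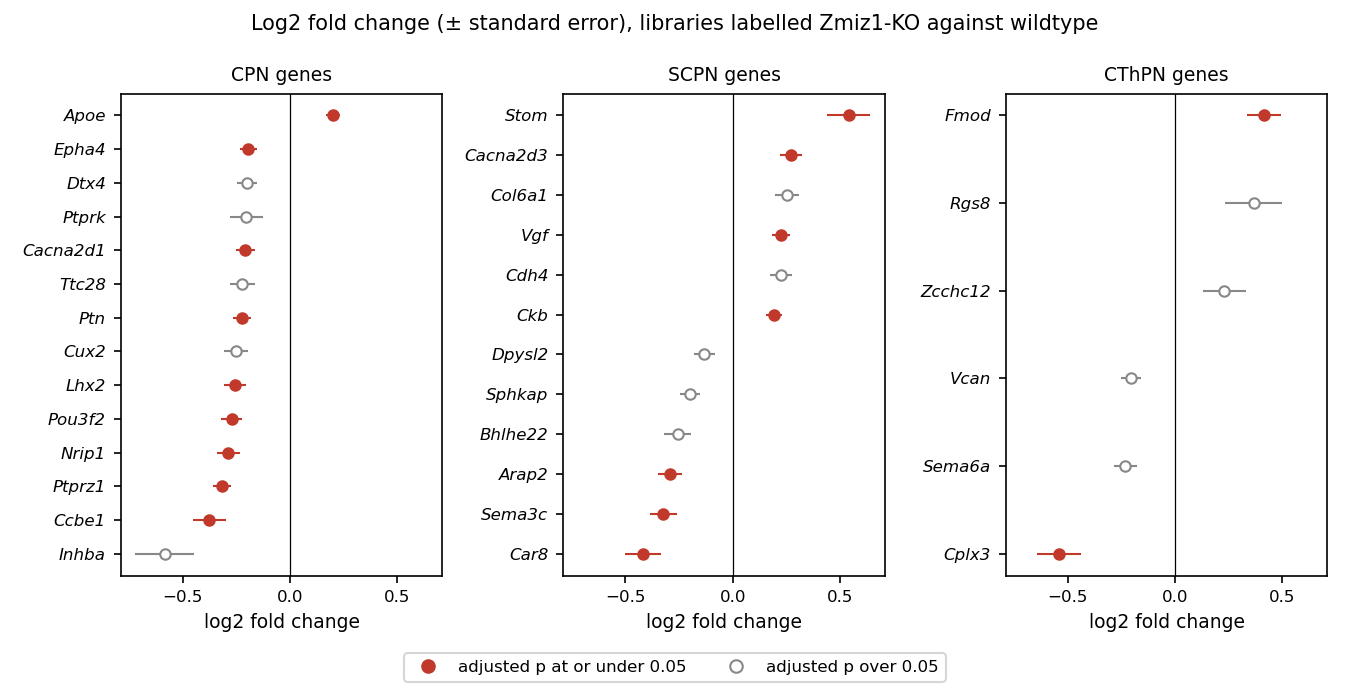
Log2 fold change of CPN, SCPN and CThPN genes (libraries labelled Zmiz1-KO against wildtype), with bars of 1 standard error; filled points have a limma adjusted p at or under 0.05. Of the CPN genes drawn, all but Apoe lie left of zero, and of the other classes 9 of 18 do.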

The observed distributed gene expression profile across cortical neuron subtypes suggests that the loss of Zmiz1 does not selectively impact specific neuron subtypes, although it might have a stronger impact on CPN development.

We performed immunolabeling to detect ZMIZ1 protein in the cortex of P1 mice and detect expression in all cortical layers. We found that ZMIZ1 protein expression is strong in layer 6, where CThPN reside in the cortex, and in the developing upper layers of the cortical plate that will differentiate into layer 2-3 and contain most CPN (**Figure 2H**). However, ZMIZ1 expression appears weaker in layer 5 compared to layer 6 and developing upper layers (**Figure 2H**). These results are consistent with the enriched *Zmiz1* mRNA expression in CThPN and CPN previously reported by neuron subtype-specific transcriptome analysis (17, 18).

ZMIZ1 protein cortical expression pattern suggests that *Zmiz1* mutation may affect the development of multiple cortical neuron types, but perhaps it preferentially affects CThPN and CPN subtypes. To investigate this question, we performed a gross morphological analysis of the cortex. We first measure the overall cortical thickness from pia to white matter border in *Zmiz1-KO* and control mice motor cortex at P3. We found a significant decrease in motor cortical thickness in *Zmiz1-KO* mice (**Figure 2I**). Next, we analyzed the thickness of layers 6, 5, and developing Upper layers. To measure layer 6 thickness, we performed immunolabeling for layer 6 and CThPN marker TBR1 (34, 35) and measured the distance from the bottom border to the top of the labeled layer (**Figure 2J**). Similarly, we immunolabeled for layer 5/SCPN marker CTIP2 and measured layer 5 thickness (36, 37). The thickness of developing upper layers were measured from the top border of the CTIP2+ layer 5 to the pia (**Figure 2J**). We found a significant reduction in layer 6 thickness in *Zmiz1-KO* mice compared to controls at P3 (**Figure 2K**). We also found a reduction of in the thickness of the developing upper layers in *Zmiz1-KO* mice, although this result did not reach statistical significance (p=0.06), possibly because not all neurons that will eventually populate the upper layers have completed their migration and settled in the upper layers at P3. We found no statistically significant difference or trend toward reduction in layer 5 thickness (**Figure 2K**). These changes in motor cortex morphology may lead to alteration of cortical function. Given that Zmiz1 mutation has recently been associated with various NDDs, including ASD, we performed a behavioral assessment using the marble burying task, which is used in ASD rodent models to assess repetitive/compulsive behaviors typically observed in ASD (38). We found an increase in motor repetitive behaviors in adult *Zmiz1-KO* mice compared to controls (**Figure 2L**).

Together, our ZMIZ1 protein expression data and the cortical and behavioral alterations of *Zmiz1-KO* mice strongly suggests that *Zmiz1* mutation affects cortical function and may underlie some of the neurodevelopmental phenotypes observed in humans carrying Zmiz1 mutations.

### Zmiz1 is an ASD risk gene

Zmiz1 plays a pivotal role in various biological processes, spanning embryonic development, angiogenesis, immune response, and has been associated with conditions such as cancer, leukemia, and diabetes (11, 39–46). In recent years, the link between Zmiz1 mutations and NDDs, particularly ASD, has emerged (9, 10, 47–49). The Simons Foundation Autism Research Initiative (SFARI) (https://www.sfari.org/) and the Online Mendelian Inheritance in Man (OMIM) (https://www.omim.org/) database establish connections between Zmiz1 and clinical neurologic disorders, including intellectual disability (ID), attention deficit hyperactivity disorder (ADHD), ASD, and aggression. SFARI categorized *Zmiz1* as a strong candidate for syndromic ASD with the presence of 24 rare *de novo* pathogenic variants, but no studies have explored yet the potential contribution of *Zmiz1* in ASD.

Since *ZMIZ1* encodes a transcriptional co-regulator, we investigated the correlation between ZMIZ1 interacting partners and ASD risk genes. Using STRING database (50) and BioGrid database (51), we unveiled a network of functional interactions, indicating potential direct and indirect connections. As expected, well-known ZMIZ1 interactors such as TP53, Notch1, SMAD3/4, and AR are present in the interacting network, confirming the validity of the analysis. Also, novel potential interactors such as PCNA, CNTNAP2, SUMO1, SUMO2, SUMO4, UBE2I, RBPJ, NSMCE2, CTNNB1, NANOG, SATB1, SETD4, TBR1, BRCA1, HDAC1, NFATC3, HNRNPD, and ETS1 emerged in the ZMIZ1 network (**Figures 6A, B**). Cross-referencing these interactors with the SFARI gene scoring database reveals several ZMIZ1-interacting ASD risk genes including CTNNB1, CNTNAP2, SATB1, TBR1, HNRNPD, and ETS1, further underscoring the potential role of Zmiz1 in ASD pathogenesis.

**Figure 6:**
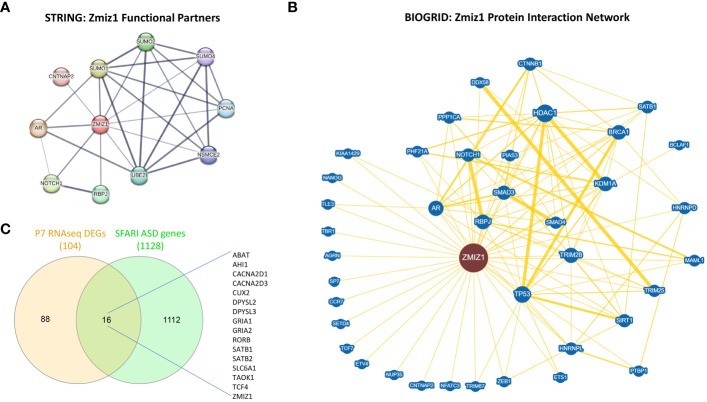
ZMIZ1 associated likely proteins interactome network. **(A)** ZMIZ1 interacting functional protein association network from STRING database (string-db.org) (50). **(B)** ZMIZ1 curated protein-protein interaction network based on an interaction database repository of physical, chemical, and genetic evidence, adapted from BioGRID database (thebiogrid.org) (51). Greater node size represents increased connectivity and thicker edge sizes represent increased evidence supporting the evidence. Well studied ZMIZ1 interactors include NOTCH1, TP53, AR, and Smad3/4. **(C)** Venn diagram depicting P7 RNAseq DEGs overlap with SFARI autism risk gene module.

Additionally, we compared the DEGs obtained in our RNAseq experiments from *Zmiz1*-KO cortex at P7 with SFARI Autism gene modules and identified that 16 out of 104 DEGs uniquely map to SFARI Autism risk genes. These genes, including *ABAT, AHI1, CACNA2D1, CACNA2D3, CUX2, DPYSL2, DPYSL3, GRIA1, GRIA2, RORB, SATB1, SATB2, SLC6A1, TAOK1, TCF4*, and *ZMIZ1*, signify a potential regulatory role of ZMIZ1 in ASD risk gene expression in the developing cortex (**Figure 6C**). 

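Of the 16 genes, 4 had a limma adjusted p at or under 0.05 over all tested genes, 7 did at an adjusted p of 0.1, and all 16 did with adjustment over the list alone, which holds the paper's own calls on the same libraries. In the libraries labelled Zmiz1-KO, 6 of the genes were higher and 10 lower. The 4 that passed were Zmiz1 and Cacna2d3, which were higher, and Cacna2d1 and Rorb, which were lower. Cacna2d3, on chromosome 14 of GRCm38 from 28904943 to 29721864, rose from 3151 ± 212 to 3802 ± 169 normalized counts (SD, n = 3 per group), with a standard error of 0.052 on its log2 fold change and a limma adjusted p of 0.0305. It lies within 10 Mb of Zmiz1, so DNA of the strain of origin next to the floxed gene cannot be excluded as a source of its change. Cacna2d1, on chromosome 5 from 15934691 to 16374511, fell from 6330 ± 223 to 5475 ± 244 normalized counts (SD, n = 3 per group), a log2 fold change of -0.21 (standard error 0.044, limma adjusted p = 0.0478). Of the others, Ahi1 rose by 0.15 (limma adjusted p = 0.220) with overlapping groups, Dpysl3 changed by -0.14 (limma adjusted p = 0.123) and Taok1 by -0.22 (limma adjusted p = 0.0888). The median absolute log2 fold change in the list was 0.21. At an adjusted p of 0.1, the genes added were Cux2, Satb1 and Taok1.

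**Figure D4:**
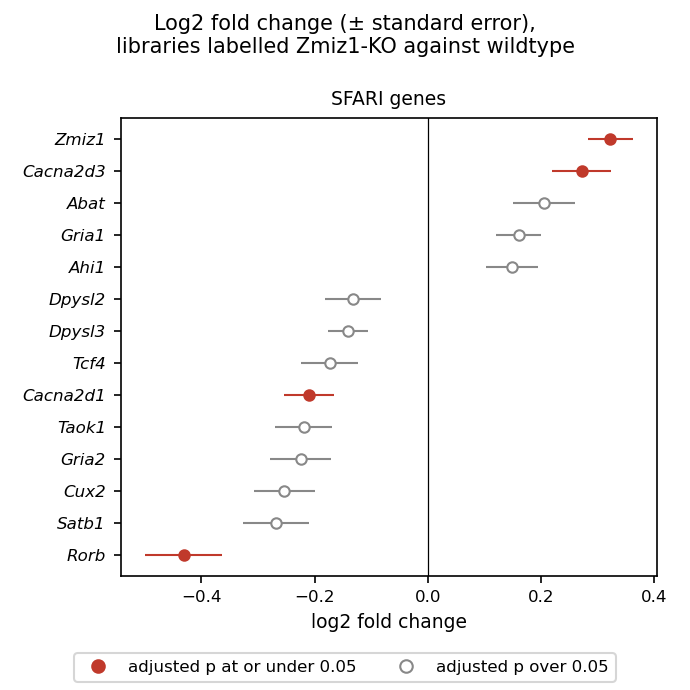
Log2 fold change of SFARI genes (libraries labelled Zmiz1-KO against wildtype), with bars of 1 standard error; filled points have a limma adjusted p at or under 0.05. The 4 filled points are Zmiz1 (0.32), Cacna2d3 (0.27), Cacna2d1 (-0.21) and Rorb (-0.43).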

Network interactors, particularly ZMIZ1-interacting ASD risk genes and downstream Zmiz1-regulated ASD risk genes shed light on the intricate network governing Zmiz1 functions in neurodevelopment, particularly in the context of ASD, emphasizing the need for further investigations.

### Zmiz1 is abundantly expressed in the dendritic-axonal compartment

The dynamic nature of mRNA and protein regulation renders mRNA expression alone insufficient to predict protein levels. To better understand the relationship between *Zmiz1* mRNA and ZMIZ1 protein expression, we used the atlas of mRNA translation which utilizes RNAseq and Riboseq (52). Interestingly, *Zmiz1* mRNA is strongly expressed in the brain and other tissues. However, *Zmiz1* mRNA translation is stronger in the brain compared to other tissues and cell types, suggesting specific functions and regulatory significance in brain development (**Figures 7A, B**).

**Figure 7:**
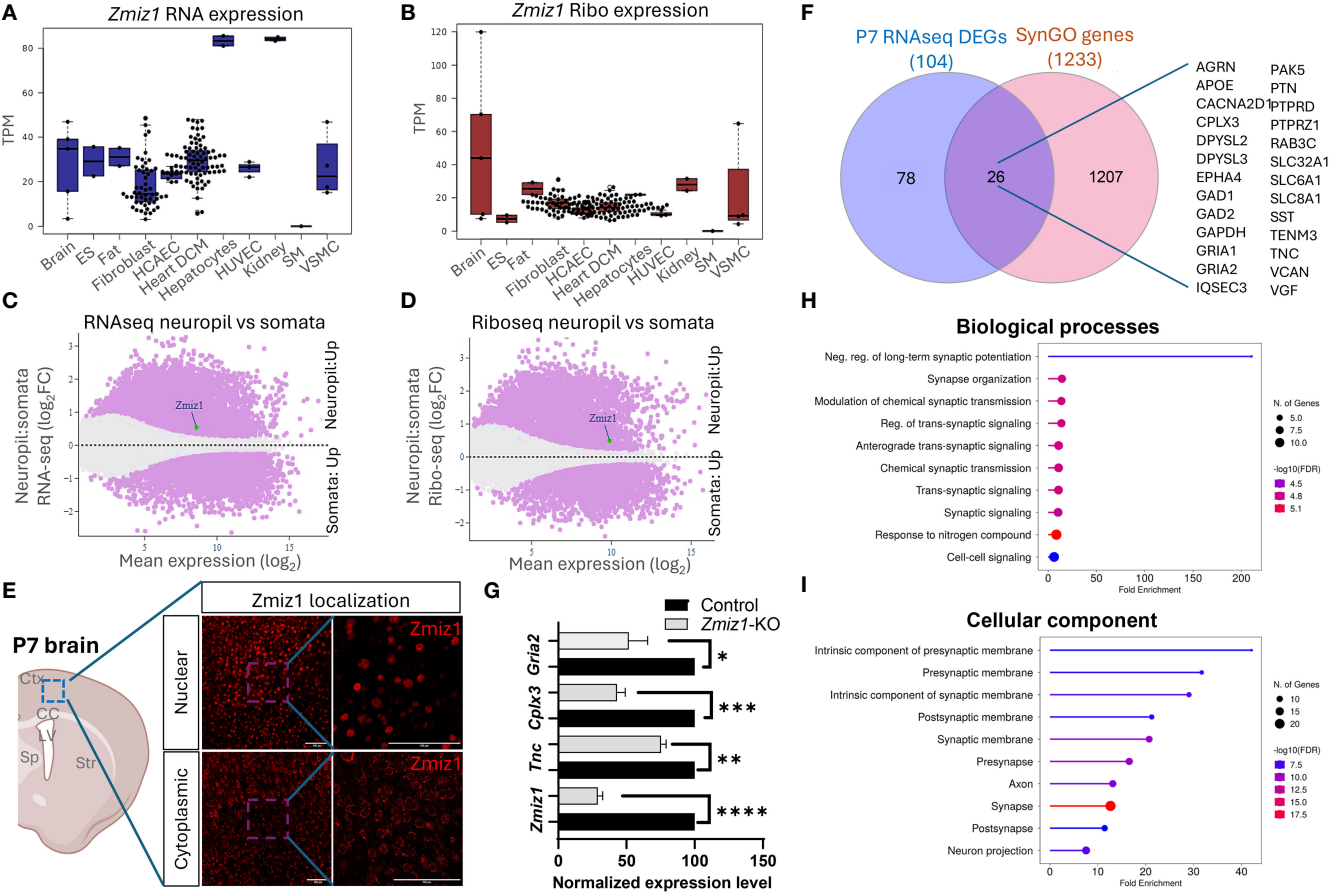
*Zmiz1* mRNA expression and translation in the neuronal somato-dendritic compartment. **(A, B)** *Zmiz1* transcription (RNA-seq) **(A)** and translation (Ribo-seq) **(B)** in different tissue and cell types including brain (high), embryonic stem cells (ES), fat, fibroblast, coronary artery endothelial cells (HCAEC), heart dilated cardiomyopathy (DCM), hepatocytes, human umbilical vein endothelial cells (HUVEC), kidney, skeletal muscle (SM), and vascular smooth muscle cells (VSMC). Adapted from Chothani et al., 2022 (52) (https://smorfs.ddnetbio.com). **(C, D)** Differential *Zmiz1* transcripts in neuropils compared to cell body from RNA-seq **(C)** and Ribo-seq **(D)**. Neuropils: dendrites and axon compartment. Adapted from Glock et al., 2021 (53). (https://public.brain.mpg.de/dashapps/localseq/). Purple – Significant (adjusted p-value < 0.05) and gray - not significant (adjusted p-value ≥ 0.05). **(E)** ZMIZ1 protein nuclear and cytoplasmic localization in murine cortical neurons. Ctx - cortex, CC – corpus callosum, LV – lateral ventricle, Sp – septum, and Str – striatum. **(F)** Venn diagram depicting P7 RNAseq overlap with SynGO genes. **(G)** qPCR analysis confirms downregulation of *Zmiz1* and genes involved in synaptic transmission (*Gria2, Cplx3, Tnc*) in *Zmiz1*-KO samples (light grey) compared to controls (black) (n = 3 per genotype, one-way Anova, *p<0.05, **p<0.01) **(H, I)** Plots for SynGO ontology on overlapped 26 genes from **(F)** for biological processes **(H)** and cellular components **(I)**.

Transcriptomic analysis reveals the involvement of Zmiz1 in a variety of neurodevelopmental processes, including neurogenesis, neuron differentiation, and synaptic signaling, which span a wide temporal window and affect different cell types. The above-described structural characteristics of ZMIZ1 protein allow for interaction with a variety of binding partners, which may contribute to the diversity of Zmiz1 regulatory functions. In addition, multiple Zmiz1 isoforms can contribute to this diversity. To deepen our understanding of Zmiz1 functions relative to its expression, we delved into the mRNA translation landscape in the synaptic neuropil dataset (53), surveying mRNA localized and translated in distinct neuronal compartments: cell body/somata and dendrites/axon. Thousands of transcripts displayed differential transcription and translation between somatic and neuropil compartments. *Zmiz1* emerged as one of the 800 genes showing significantly higher transcription and translation in the neuropil compared to soma: RNAseq (*Zmiz1* Mean expression (log2): 8.586/Neuropil : Somata Fold change (log2): 0.532) and Riboseq (*Zmiz1* Mean expression (log2): 9.888, Neuropil : Somata Fold change (log2): 0.494) (**Figures 7C, D**) indicating its distinct expression profile in these compartments. Importantly, immunolabeling in P7 mouse cortices with antibodies detecting either C-terminal or N-terminal epitopes in ZMIZ1 revealed protein localized either in the nucleus (C-terminal), or the cytoplasm/neuropil (N-terminal) (**Figure 7E**). While the presence of ZMIZ1 in the nucleus is consistent with its known function as a transcriptional regulator, presence of ZMIZ1 in neuropil/cytoplasm suggests additional and novel roles, perhaps related to the synaptic signaling processes emerging in our transcriptome analysis.

We further explore whether Zmiz1 regulates synaptic function and synaptic gene expression. For that, we utilized the SynGO database (54). We correlated and interpreted DEGs in the P7 *Zmiz1*-KO cortex as a function of synapse biology using SynGO annotations and enriched ontologies. Among the 104 DEGs, 26 were mapped to unique SynGO annotated genes (**Figure 7F**). 

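In the libraries labelled Zmiz1-KO, in which Zmiz1 was higher, 11 of the 26 SynGO genes were higher and 15 lower. Over all tested genes, 11 had a limma adjusted p at or under 0.05, namely Cacna2d1, Tnc, Epha4, Apoe, Cplx3, Iqsec3, Pak5, Ptn, Ptprd, Ptprz1 and Vgf, and the table lists Pak5 under its older symbol Pak7. At an adjusted p of 0.1, 13 passed, with Sst and Vcan added, and 25 passed with adjustment over the list alone, which holds the paper's own calls on the same libraries. Tnc, which encodes the extracellular matrix protein tenascin C, lies on chromosome 4 of GRCm38 from 63959785 to 64047015. It had 4199 ± 79.8 normalized counts (SD, n = 3) in wildtype and 2687 ± 57.6 (SD, n = 3) in the libraries labelled Zmiz1-KO, with a standard error of 0.043 on its log2 fold change and a limma adjusted p of 2.86e-07. Tnc passed the threshold in every alternative, and its log2 fold change stayed between -0.66 and -0.63 with each library left out in turn. Cplx3, on chromosome 9 from 57599992 to 57606281, encodes a complexin and fell from 502 ± 58.8 to 344 ± 26.9 normalized counts (SD, n = 3 per group), with a standard error of 0.10 and a limma adjusted p of 0.0269. Its adjusted p ran from 0.0132 to 0.178 with each library left out, and it passed in 2 of those 6 fits. Ptprd fell from 8052 ± 484 to 6800 ± 87.9 normalized counts (SD, n = 3 per group), a log2 fold change of -0.24 (limma adjusted p = 0.0213). Vgf rose from 3232 ± 43.9 to 3782 ± 61.0 (SD, n = 3 per group; limma adjusted p = 0.0222), and Iqsec3 rose by 0.24 with a limma adjusted p of 0.0500, at the threshold. Pak5 changed by -0.29 (limma adjusted p = 0.0437). Among the genes over the threshold were Gapdh at 0.13 (limma adjusted p = 0.168), Agrn at -0.14 (limma adjusted p = 0.191), Rab3c at 0.15 (limma adjusted p = 0.204), Tenm3 at -0.15 (limma adjusted p = 0.145) and Slc8a1 at -0.15 (limma adjusted p = 0.168). Gapdh shares 22.6% of its 75-base stretches with other genes. Sst rose by 0.20 with a limma adjusted p of 0.0598, and Vcan had one of 0.0763.

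**Figure D5:**
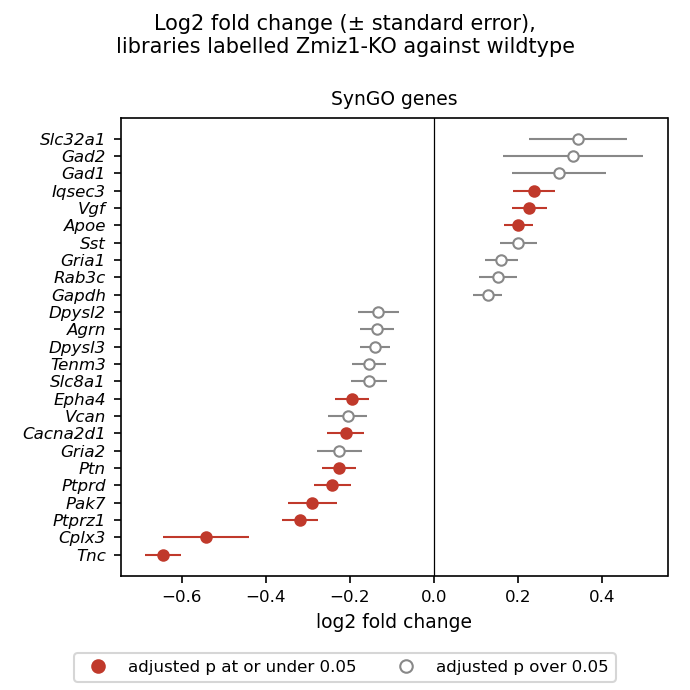
Log2 fold change of SynGO genes (libraries labelled Zmiz1-KO against wildtype), with bars of 1 standard error; filled points have a limma adjusted p at or under 0.05. The lowest points are Tnc at -0.64 and Cplx3 at -0.54.

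**Figure D6:**
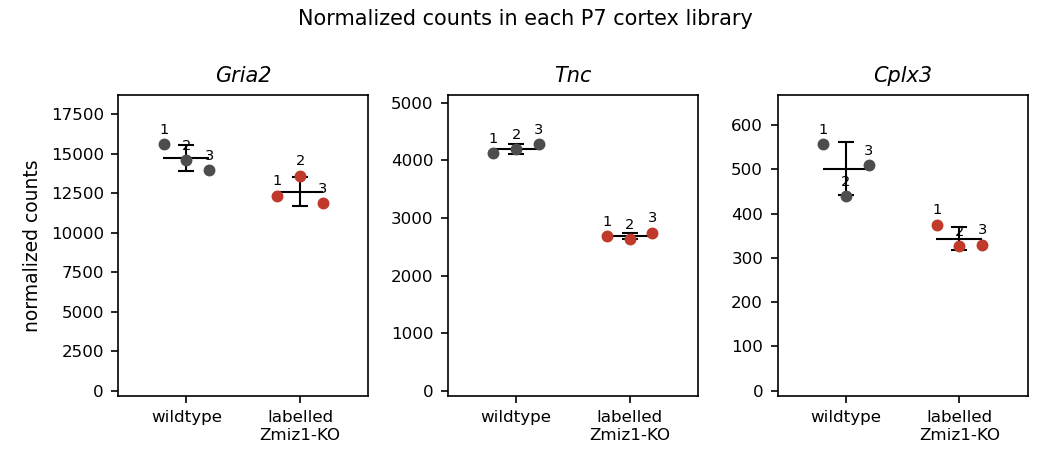
Normalized counts of Gria2, Tnc and Cplx3 in each P7 cortex library, with points numbered by replicate, a bar at the mean and whiskers of 1 SD. In each gene the 3 libraries labelled Zmiz1-KO lie below the 3 wildtype libraries.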

Noteworthy, genes include *Gria1, Gria2, Cacna2d1, Tnc, Sst, Gad1, Gad2, Epha4, Apoe, Dpsyl2, Slc8a1, Agrn, Cplx3, Dpsyl3, Gapdh, Iqsec3, Pak5, Ptn, Ptprd, Ptprz1, Rab3c, Slc32a1, Slc6a1, Tenm3, Vcan, and Vgf*. Biological processes such as synapse organization, synaptic signaling, synaptic transmission, and cellular components such as presynaptic membrane, postsynaptic membrane, pre-synapse, axon, and post-synapse are significantly enriched (**Figures 7G, H**). We performed qPCR to confirm changes in expression of a subset of these DEGs encoding components of presynaptic, postsynaptic, extracellular synaptic elements (Gria2, Tnc, and Cplx3) and confirmed their downregulation in *Zmiz1-KO* compared to controls mice (**Figure 7G**). Overall, our findings revealed that ZMIZ1 protein is expressed in neuropil/cytoplasm as well as in the soma/nucleus, which underscores the multifaceted role of Zmiz1 in cortical development and emphasizes its potential impact on neuronal connectivity and synaptic function.

## Discussion

Neurodevelopmental disorders, including ID, ASD, ADHD, communication disorders, motor disorders (including tic disorders), and learning disorders per the Diagnostic and Statistical Manual of Mental Disorders 5 (DSM-5), exhibit a multifaceted genetic basis (55). *De novo* mutations significantly contribute to NDD etiology, with individuals with ASD displaying a higher burden of *de novo* loss-of-function mutations, particularly in genes highly expressed during brain development (6, 7). Notably, these mutations are prevalent in genes associated with chromatin remodeling and histone modification, and individuals with more severe developmental disorders bear a higher burden of *de novo* mutations. Our examination of Zmiz1 reveals its expression patterns and structural disorderliness as crucial indicators of its physiological functions. Transcriptomic analysis highlights dysregulation in gene expression profiles related to neuron differentiation. Furthermore, Zmiz1 mutations, its downstream transcriptional targets, and protein interactors collectively constitute a combinatorial risk factor for ASD. Our study reveals the presence of *Zmiz1* in the axon-dendritic-somatic compartment, indicating novel functions of Zmiz1 beyond transcriptional regulation. In terms of gene regulation and chromatin remodeling, Zmiz1 function is mediated by activating histone modifications, adding complexity to the genetic network implicated in NDDs (7, 56, 57).

The ZMIZ1 protein domains play critical roles in its function, including DNA binding and protein-protein interactions. Low complexity structural features, IDRs and LIPs, are increasingly recognized for their functional role in protein-protein/protein-nucleic acids interactions, signaling pathways, and transcriptional control (22, 23). The presence of IDRs and LIPs in ZMIZ1 is consistent with its roles in the formation of multi-molecular complexes and transcriptional control, and potentially in the formation of super-enhancers. Recently, *Zmiz1* has been identified as a super-enhancer associated gene, important for regulation of super-enhancer activity in response to estrogen during uterine development (58). Investigating the specific sequence determinants of these regions in the ZMIZ1 protein and their functional impact could offer valuable insights into the mechanisms governing Zmiz1-mediated signaling and regulation.

Zmiz1-associated neuropsychiatric pathologies due to mutational load as such *de novo* mutation/missense variant/translocation/chromosomal rearrangements lead to complex behavioral disorders including anxiety, social communication, speech delay, memory recall, ID, and developmental delay. Beyond NDDs, Zmiz1 is associated with depression (59), multiple sclerosis (MS) (60), and Hirschsprung disease (HD) (61). Analysis of differentially expressed genes in the dentate gyrus of a depression mouse model indicates that Zmiz1 potentially functions in regulating key upregulated hub genes, linking it to the pathogenesis of depression (59). GWAS studies in MS patients identified downregulation of Zmiz1 in autoimmunity and as an MS risk gene (60). Furthermore, a case study revealed a *de novo* pathogenic variant in *ZMIZ1* in a patient with developmental delay and Hirschsprung Disease (HD), suggesting HD as part of the clinical spectrum of Zmiz1-associated NDDs and highlighting Zmiz1’s potential importance in the development of the enteric nervous system (61).

Cerebral cortex development and malformations are pivotal in the pathogenesis of NDD (62–64). Major excitatory neurons, including cortical projection neuron subtypes such as CPN, SCPN, and CThPN, are crucial for higher-order functions and sensory integration. CPN, particularly affected in Autism, exhibits high *Zmiz1* expression during embryonic development, suggesting a potential regulatory role in their generation and maturation (65) (**Figure 5B**). CPN play a fundamental role in inter-hemispheric connections through the corpus callosum, contributing to high-level associative tasks in social behavior and cognition (66, 67). Disruptions in CPN and corpus callosum development, a common feature in neurologic disorders like ASD and ID, lead to impaired emotional, social, communication, and cognitive functions (63, 68–72).

*ZMIZ1* mRNA is a target of Fragile X Mental Retardation Protein (FMRP), a well-studied protein in autism (73). Moreover, ZMIZ1 interacts with Brg1 (SMARCA4) and BAF57 (SMARCE1) proteins of the SWI/SNF-like BAF chromatin remodeling complex, crucial for neuronal differentiation, dendritic development, and synapse development (47, 74–77). Furthermore, Zmiz1 serves as a transcriptional co-activator for p53 (25) and Notch1 (40, 46), key regulators of dendritic development and subsequently cortical circuitry (78–80). Imbalances in excitation and inhibition, linked to distorted connectivity, are associated with ASD and various neurological disorders (81). These developmental and structural abnormalities manifest as behavioral disorders, including intellectual impairment, speech development delay, seizures, impaired motor function, social-behavioral deficits, and cognitive deficits which are observed phenotypes in human patients with *Zmiz1 de novo* mutations and correlate to ASD patients (3, 9, 10, 47–49, 82–87).

Interestingly, differential *Zmiz1* expression in the neuropil and cytoplasmic/membrane localization suggests an unknown axon-dendritic-somatic or synapse-related function of Zmiz1. This may occur through two potential scenarios: first, Zmiz1 acts as a transcriptional regulator influencing gene expression profiles in diverse developmental processes within these compartments; second, Zmiz1, beyond nuclear localization, has isoforms and variants in other regions like the membrane, axon, dendrites, and pre- and post-synaptic domains, warranting further investigation into its functional role.

### Future directions

The identification of *ZMIZ1* as an ASD risk gene offers valuable insights into the genetic mechanisms of ASD. Early diagnosis is crucial for intervention, and *ZMIZ1* mutation testing may aid in identifying ASD risk, enabling early diagnosis. The functional consequences of *ZMIZ1* mutations in ASD are unknown. Studying Zmiz1 functions in brain development can shed light on mechanisms underlying developmental defects and ASD due to Zmiz1 mutations. Integrated molecular, cellular, and functional studies in animal models and human iPSC/organoids will provide insights into the potential role of Zmiz1 in ASD pathogenesis (**Figure 8**). Zmiz1 emerges as a pivotal locus for investigating ASD and NDD etiology, offering valuable insights into disorder. Further research is essential to comprehensively understand Zmiz1 functions in brain development and how its mutations contribute to developmental disorders, potentially guiding therapeutic approaches and targets.

**Figure 8:**
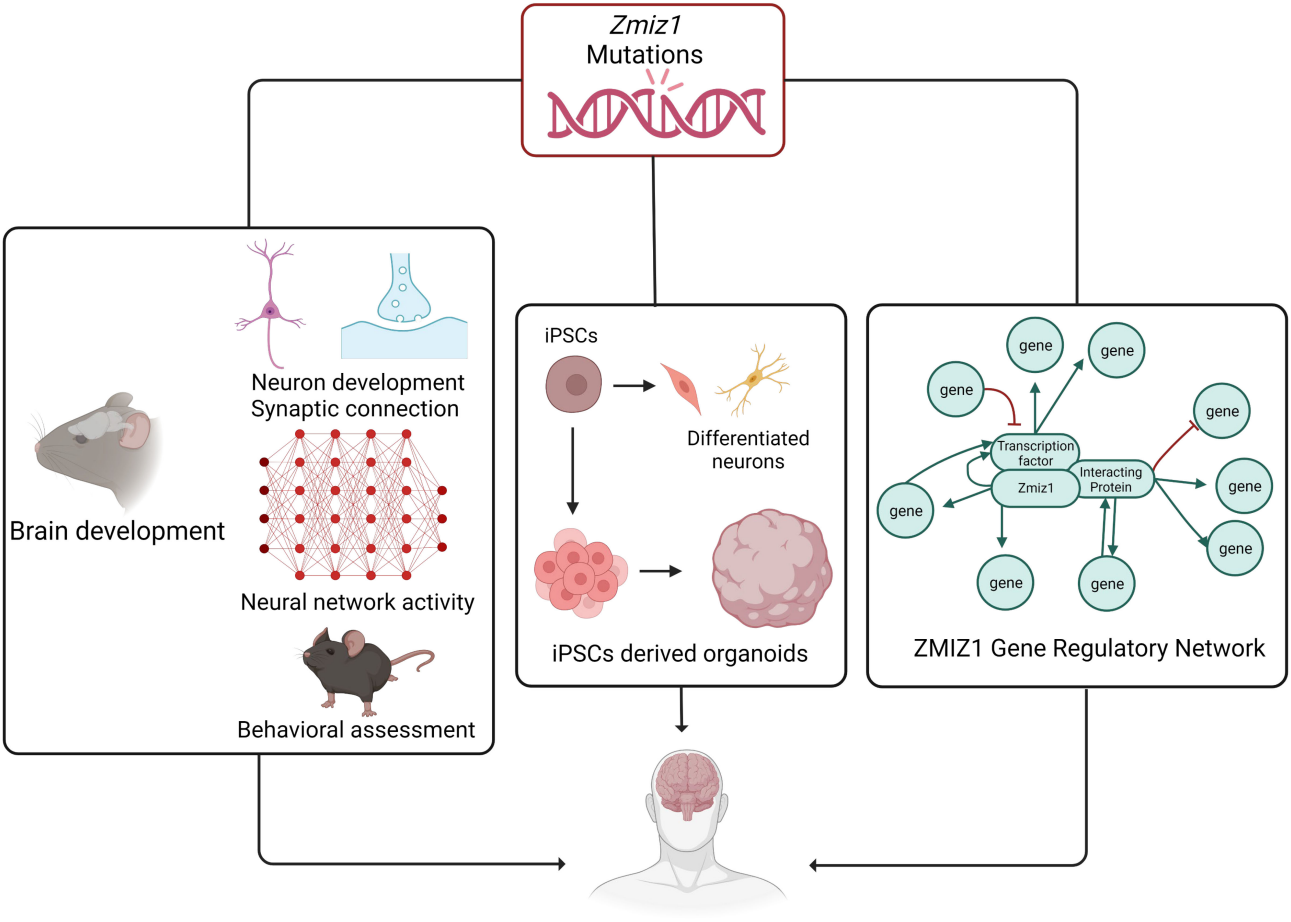
The systematic approach to elucidate the role and regulatory mechanism of Zmiz1 during brain development. The functions of numerous NDD risk genes have been assessed using a murine model and *in-vitro* approaches. Zmiz1 mutational outcome can be studied by understanding its function and evaluating its mutation disruptive actions. This can be studied using 1) murine model assessing its functional role in brain development which includes neuron development and synaptic connectivity, overall network level circuity activity, and ASD-related behavioral assessment, 2) iPSCs-derived models and organoids to better manipulate the experimental paradigm and assess its cellular functions, and 3) sequencing and molecular approaches to establish Zmiz1 gene regulatory network. This knowledge will be beneficial to understanding and finding therapeutic approaches targeting Zmiz1-associated syndromes and potentially targeting a broader range of NDD conditions.

## Methods and materials

### Animals

All animal experiments were approved by Tulane University Institutional Animal Care and Use Committee (IACUC) and performed in accordance with institutional and federal regulations. *Zmiz1f/f* (88) mouse was generously donated by Dr. Mark Y. Chiang, University of Pennsylvania. *Emx1-Cre* (89) mouse (Stock No. 005628) was purchased from Jackson Laboratory.

### Immunohistochemistry

Mice were transcardially perfused with ice-cold PBS and then with 4% PFA. Brains were dissected and post-fixed with 4% PFA at 4°C overnight. The brain was sectioned coronally at 50 μm using a vibratome (Leica). Floating brain sections were then blocked using Cas block (Thermo Fisher, 008120) and incubated with primary antibodies overnight at 4°C followed by 1-hour secondary antibody incubation at room temperature. Sections were mounted using DAPI Fluoromount-G (SouthernBiotech, 0100-20). Antibodies used include ZMIZ1 (Thermo Fisher Scientific, PA5-50742, N-terminal ZMIZ1, 1:500) and ZMIZ1 (Cell Signaling Technology, 89500, C-terminal ZMIZ1, 1:500). Secondary antibody used, donkey anti-Rabbit 555 (Invitrogen, A31572, 1:1000) and donkey anti-mouse 488 (Invitrogen, A11001, 1:1000). Sample size, n = 3.

For cortical layer analysis, antibodies used include rabbit anti-Tbr1 (Abcam, ab31940, 1:500), rat anti-Ctip2 (Abcam, ab18465, 1:250), goat anti-rabbit 488 (Invitrogen A11008, 1:1000) and goat anti-rat 555 (Invitrogen A11006, 1:1000).

### RNA sequencing and gene expression analysis

P7 cortices were dissected (n = 3 per genotype). RNA extraction and processing for sequencing were performed as previously described (90, 91). Briefly, total RNA was extracted from wildtype and *Zmiz1-KO* cortex. RNA concentration and RNA integrity were determined using qubit (Thermo Fisher) and bioanalyzer (Agilent). RNA library was prepared, quantified, and verified using TruSeq RNA Library Prep Kit v2, Qubit dsDNA High Sensitivity Assay kit, and Bioanalyzer DNA1000 assay kit respectively. Verified samples were sequenced using either NextSeq 500/550 High Output Kit v2.5 (150 Cycles) (Illumina, 20024907). RNA-seq data analysis was performed using Illumina BaseSpace Sequence Hub. Briefly, sequenced reads were aligned to mouse (mm10) reference genome with the RNA-Seq alignment tool (STAR aligner), and differentially expressed genes (DEG) were determined using the RNA-Seq Differential Expression tool (DESeq2). Detailed workflow of DESeq2 and code can be found in (92). Gene ontology analysis of DEG was performed using ShinyGO 0.77 (bioinformatics.sdstate.edu/go/) (93). P7 cortex sequencing data have been deposited in the Gene Expression Omnibus (GEO) database with accession no. **GSE225435**.

### Quantitative PCR (qPCR)

To determine the mRNA expression levels, 1 μg of extracted RNA was transcribed into cDNA using the iScript Reverse Transcription Supermix (Bio-Rad, 1708840). qPCR was performed using the PerfeCTa SYBR Green SuperMix (Quantabio, 95071) on CFX96 system (Bio-Rad). Relative gene expression was determined using the ΔΔCt method. Three independent biological replicates were used, and three technical replicates were performed per sample. The QPCR primers used in this study include:

Zmiz1 primer: Fwd: GTCAGCAACCATGTGTTCCACC, Rev: GCCAGTTGGTGTTCATCTGCCG
Tnc primer: Fwd: TTTGCCCTCACTCCCGAAG, Rev: AGGGTCATGTTTAGCCCACTC
Cplx3 primer: Fwd: AAGGGGGACGGAGACAAGT, Rev: CTGTGCATCTCGCTCCATCTT
Gria2 primer: Fwd: TTCTCCTGTTTTATGGGGACTGA, Rev: CTACCCGAAATGCACTGTATTCT

### Cortical morphology analysis

Cortical thickness was determined by measuring the shortest distance from pia to the border of the cortical plate and white matter in DAPI stained sections.

For layer thickness, sections were immunolabeled for either layer 6 marker Tbr1 (Abcam ab31940, rabbit anti-Tbr1, 1:500) or layer 5 marker Ctip2 (Abcam ab18465, rat anti-Ctip2). Layer 6 thickness measurements were taken tracing a straight line from the bottom border to the top of the Tbr1+ labeled layer, in parallel with the radial orientation of the cortex. Layer 5 thickness was similarly measured in the Ctip2+ layer. Upper layer thickness was measured from the top border of the Ctip2+ layer to the pia. All distance measurements were performed using Neurolucida software “Quick Measure Line” tool (Neurolucida, MBF Bioscience).

Three measurements were taken per section. Three sections per brain were analyzed. All measurements correspond to the motor cortex.

### Behavioral analysis

Marble Burying test was performed following standard protocol, as described in (38). Briefly, each mouse was removed from their home cage and placed in a clean cage with extra bedding (5cm depth) and 20 marbles arranged on top of the bedding in a 5 x 4 grid. The mice were placed in the corner of the cage on the right and closest to the experimenter. A lid was placed on the cage, and the mouse was left for 30 minutes. This experiment took place in a quiet, dark room designated for behavioral tests. After 30 minutes, each mouse was removed from the experimental cage and returned to their home cage. The unburied marbles were counted by two experimenters. Marbles were considered to be buried if more than 2/3 of the marble was beneath bedding. A total of 61 adult mice were used, 29 Zmiz1-KO and 52 control mice.

### Statistical analysis

Z-scores and fold changes were calculated following standard methods.
Z-scores (Z) = (x - µ)/σ
where, x = read count of a gene
µ = mean of read count for a gene across all sample
σ = standard deviation of read count for a gene across all sample

Fold changes were calculated as per DESeq2 standard:

We used RNA-seq differential expression tool which utilizes DESeq2 algorithm to calculate the fold change and differential analysis of count data as upregulated or downregulated genes. Detailed workflow of DESeq2 and code can be found in (92) as used by Illumina basespace differential expression tool.

We used unpaired two-tailed Student’s t-tests or one-way ANOVA followed by Tukey *post hoc* test for statistical comparison for behavioral, qPCR, and cortical thickness analysis. The same sizes and specific test used for each analysis is indicated in the figure legends. Values are represented as means ± SEM. Statistical significance is noted by asterisks, (* p<0.05, ** p<0.01).

### Publicly available resources used in the paper

Molecular Logic of Cellular Diversification in the Mammalian Cerebral Cortex (13). (https://singlecell.broadinstitute.org/single_cell/study/SCP1290/molecular-logic-of-cellular-diversification-in-the-mammalian-cerebral-cortex).

Allen Brain Atlas (https://mouse.brain-map.org/).

PsychENCODE (14), Human brain development (http://development.psychencode.org/#).

Tabula Muris (15) (https://tabula-muris.ds.czbiohub.org/).

UniProt Variants Viewer (www.uniprot.org/uniprotkb/Q9ULJ6/variants-viewer).

MobiDB, a database of protein disorder and mobility annotations (20) (https://mobidb.org/).

SFARI gene-scoring (https://gene.sfari.org/).

STRING database (50) (https://string-db.org/).

BioGRID 4.4 (51) (https://thebiogrid.org/).

DeCoN: Genome-wide Analysis of *In Vivo* Transcriptional Dynamics during Pyramidal Neuron Fate Selection in Neocortex (18).

Atlas of mRNA translation in humans (52) (https://smorfs.ddnetbio.com).

The mRNA translation landscape in the synaptic neuropil (53). (https://public.brain.mpg.de/dashapps/localseq/).

Factorbook (27, 28), epigenetic profile (https://factorbook.org/).

Synaptic Gene Ontologies, SynGO (54) (https://syngoportal.org/#).

### Software/resources usage details

Molecular Logic of Cellular Diversification in the Mammalian Cerebral Cortex (13). (https://singlecell.broadinstitute.org/single_cell/study/SCP1290/molecular-logic-of-cellular-diversification-in-the-mammalian-cerebral-cortex).

Go to the link -> explore -> In search genes and find plots-> distribution -> Plot type to Box plot.

Allen Brain Atlas (https://mouse.brain-map.org/).

Go to the link -> Enter Gene Name -> select experiment 74988259 -> Zmiz1 expression Box plot.

PsychENCODE (14), Human brain development (http://development.psychencode.org/#) Go to the link -> Search Data -> mRNA-seq, all regions -> type Zmiz1 and search -> download ZMIZ1_ENSG00000108175.PDF.

Go to the link -> Search Data -> mRNA-seq, NCX regions -> type Zmiz1 and search -> download ZMIZ1_ENSG00000108175.PDF.

Tabula Muris (15) (https://tabula-muris.ds.czbiohub.org/).

Go to the link -> go to Visualization section -> select FACS method, Brain Non-myeloid Tissue, and Zmiz1 Gene -> scroll down and select Violin Plot to visualize Zmiz1 expression.

UniProt Variants Viewer (www.uniprot.org/uniprotkb/Q9ULJ6/variants-viewer).

Go to the link (take straight to Zmiz1, for other gene, search in Search tab) -> select Likely pathogenic or pathogenic and Uncertain significance in the Variant viewer.

MobiDB, a database of protein disorder and mobility annotations (20) (https://mobidb.org/).

Go to the link -> search Zmiz1 -> select Q9ULJ6 Accession.

SFARI gene-scoring (https://gene.sfari.org/).

Go to the link -> Search Zmiz1 in Search SFARI Gene tab -> Select ZMIZ1.

STRING database (50) (https://string-db.org/).

Go to the link -> Go to SEARCH -> Search Zmiz1/Homo Sapiens -> select confidence in settings.

BioGRID 4.4 (51) (https://thebiogrid.org/).

Go to the link -> Search Zmiz1, Homo sapiens -> Go to network to visualize the Zmiz1 network.

DeCoN: Genome-wide Analysis of *In Vivo* Transcriptional Dynamics during Pyramidal Neuron Fate Selection in Neocortex (18).

DeCoN dataset classified significant gene expression profiles into 20 distinct patterns of gene expression. The clusters were then divided into 4 distinct groups: CPN cluster (5 clusters), ScPN cluster (5 clusters), CThPN cluster (5 clusters), and cell type independent cluster (5 clusters). To access the CPN, SCPN, and CThPN clusters with high specificity and stringency (DeCoN **Figure 3B**), we extracted gene lists from Clusters 5, 0, and 10 for CPN neuron subtype, Cluster 16, 18, and 11 for SCPN neuron subtype, and Cluster 6,9, and 2 for CThPN neuron subtype. These genes were then correlated with the P7 RNAseq DEGs list.

Atlas of mRNA translation in humans (52) (https://smorfs.ddnetbio.com).

Go to the link -> go to the Expression -> search for Zmzi1 ensembl gene ID (ENSG00000108175).

The mRNA translation landscape in the synaptic neuropil (53). (https://public.brain.mpg.de/dashapps/localseq/).

Go to the link -> go to Explore -> go to Translatome -> enter Zmiz1 in gene names tab and search -> export the MA plot.

Go to the link -> go to Explore -> go to Transcriptome -> enter Zmiz1 in gene names tab and search -> export the MA plot.

Factorbook (27, 28), epigenetic profile (https://factorbook.org/).

Go the link -> search Zmiz1 in Search Human TFs tab -> go to epigenetic profile.

Synaptic Gene Ontologies, SynGO (54) (https://syngoportal.org/#).

Go the link -> go the “Your gene list” -> input your gene list, select brain expressed, add a name in description -> start analysis -> export data for the SynGO annotated genes from your list.

### Figures tool

Figures and graphics were made using GraphPad Prism version 9.5.1 for Windows (http://www.graphpad.com) or BioRender (www.biorender.com). Venn diagrams were made using InteractiVenn (94).

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/supplementary material.

## Ethics statement

Ethical approval was not required for the studies involving humans because is not required for use of publicly available cell line datasets. The studies were conducted in accordance with the local legislation and institutional requirements. The human samples used in this study were acquired from Publicly available datasets from ENDODE, Allen Brain Institute, and SFARI databases. Written informed consent to participate in this study was not required from the participants or the participants’ legal guardians/next of kin in accordance with the national legislation and the institutional requirements. The animal study was approved by Tulane University Institutional Animal Care and Use Committee (IACUC). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

RK: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Visualization, Writing – original draft, Writing – review & editing. AT: Writing – review & editing, Data curation, Formal analysis, Investigation, Methodology. AT: Data curation, Writing – review & editing, Formal analysis, Investigation, Methodology. SMM: Funding acquisition, Project administration, Resources, Supervision, Writing – review & editing. MJG: Conceptualization, Data curation, Funding acquisition, Project administration, Resources, Supervision, Visualization, Writing – original draft, Writing – review & editing.

How the deposited data were processed for this re-analysis (not part of the article)

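RNA was sequenced from dissected mouse cortices at postnatal day 7, with 3 libraries labelled wildtype and 3 labelled Zmiz1-KO. The paper gives n = 3 per genotype, and whether each library came from a single animal is not stated. The labels give a genotype, replicate numbers 1, 2 and 3 within each group, and a second number, 6, 9 and 11 in wildtype and 10, 12 and 13 in the libraries labelled Zmiz1-KO, but no litter, sex, batch or sequencing date. The meaning of the second number is not stated, and it was not used. The only pairing of libraries across the groups used as an alternative was that of the replicate numbers, and neither the labels nor the paper say that animals with the same number were paired.

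The authors aligned the reads to the mouse genome (mm10) with STAR in Illumina BaseSpace Sequence Hub, counted reads per gene and normalized the counts with DESeq2. The authors deposited the result as a table of normalized signal values, called normalized counts in the text, with 1 column per library. The paper's text does not name the versions of the tools, the gene annotation or the threshold for differential expression, apart from an FDR in the legend of Fig. 5, given after the gene ontology panels. Low values of a library fall near whole multiples of a step of 1.83 to 2.11, but high values do not, so whole reads were not recovered. For that reason the comparison with limma, which the design named for values of this kind, took the place of the one for counts, and the tests of DESeq2 and edgeR were not run. Of the methods made for read counts, only limma-voom was applied to these values, as an alternative.

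Of 24972 genes, 15800 had a value of at least 10 in at least 3 libraries and were tested. Values were transformed to log2(value + 1) without further scaling, and the libraries labelled Zmiz1-KO were compared with wildtype with limma (version 3.58.1, R version 4.3.3), with the prior variance following the mean expression and robust estimation of its degrees of freedom. P values were two-sided and adjusted by the Benjamini-Hochberg method over all tested genes, and a gene with an adjusted p at or under 0.05 was called a DEG. No covariate was used. Means and SD are of the normalized counts, and log2 fold changes and their standard errors come from limma. For single genes, an exact permutation test over the 3 libraries against 3 cannot give a p below 0.1.

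The genes named in the text are Zmiz1, every gene that the paper's text or figures name as a P7 DEG, the 10 genes with the largest absolute log2 fold change among those past the threshold whose groups did not overlap, and the sex-linked genes Xist, Ddx3y, Kdm5d, Uty and Eif2s3y. Emx1, Egr1, Zmiz2, Col1a2, Pde10a, Paqr8, Pla2g7 and Arc were added after their values were seen. The values of some of the paper's genes are not reported here, although the counts over its lists include them. The paper's lists of CPN, SCPN, CThPN, SFARI and SynGO genes were copied from its text, and for each list the number of genes past the threshold was counted with adjustment over all tested genes and over the list alone. The lists themselves, and the gene ontology, Reactome and SynGO enrichments, were not rebuilt, since those annotations were not used here. The qPCR, imaging and behavioral results have no values here.

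Gene coordinates are from GENCODE on GRCm38. For each named gene, the share of the 75-base stretches of its transcripts that also occur in transcripts of other genes was computed, as a measure of reads that could be assigned to another gene. Sets of marker genes for 13 cell types or states, which hold no gene that the paper names as a DEG, were tested with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the sets.

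The estimated number of counted units per library, the sum of the values divided by the step, was 15494888 to 17858395. Whether a unit is a read or a pair of reads was not settled. The precision of each gene rests on this depth and on 3 libraries per group. The procedure was tested on simulated data with 3 libraries per group. Of the genes changed 1.25-fold, 35.4% were recovered, of those changed 1.5-fold 75.1%, and of those changed 2-fold 84.3%, with 1, 2 and 6 unchanged genes called. The simulated genes varied independently, with the same dispersion for genes of similar expression. No differences in tissue composition or GC content were simulated, so these rates need not hold for the real libraries.

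The alternatives tried were limma-voom, median-ratio and upper-quartile scaling, no filter, a value of at least 10 in every library, a mean of at least 300, an adjusted p of 0.1, estimation without robustness, the replicate number as a block, and each library left out in turn. A pseudocount of 0.1 or 10, scaling by trimmed means, a covariate for Xist and a correction for GC content and transcript length were added after the data were seen. For the marker sets, an estimated inter-gene correlation and the rotation test fry were tried. Figures were drawn with matplotlib (version 3.10.9, Python version 3.11.15).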

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

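The marker sets and their test with camera were set before the data were examined. So were the estimated inter-gene correlation, fry and the fits that left out single libraries. Of the tests of explanations, those of the interneuron, excitatory neuron, meningeal and striatal marker sets were set before as well. Every other test of an explanation in this part was chosen only after the result was seen.

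Marker genes of 13 cell types or states were tested as sets, and none of these genes is a DEG named by the paper. Of the 13 sets, 6 shifted between the groups at an adjusted p at or under 0.05 (camera), outside the genes the paper names as DEGs. Directions are those of the libraries labelled Zmiz1-KO, in which Zmiz1 itself was higher. A set shift at a fixed inter-gene correlation is easily reached in these libraries. The other 9 ways of splitting them into 3 and 3 gave 2 to 8 such sets, and 2 of the 4 splits that part all same-numbered pairs, the real one included, gave 6 or more. With 4 splits the share cannot fall under 0.05, so a shift of several sets cannot be told apart from the differences among animals.

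The immediate early genes rose, with a median log2 fold change of 0.30 and 14 of 14 genes higher (camera adjusted p = 7.24e-15). The median log2 difference of the set from the wildtype mean was 0.37, 0.33 and 0.25 in the 3 libraries labelled Zmiz1-KO and -0.03 to 0.05 in wildtype. Fosb alone had a log2 fold change of 1.01 (limma adjusted p = 0.0478), higher in 3 of 3 libraries, and Fos, Egr1 and Arc of the same set also passed the threshold, Egr1 and Arc being singled out after their values were seen. With each library left out in turn, Fos and Egr1 passed in 6 of 6 fits, Fosb in 2 and Arc in 0. The immediate early genes were the only set past an adjusted p of 0.05 with an estimated inter-gene correlation (adjusted p = 0.0130) and with fry (adjusted p = 0.00101). Over all alternatives that recomputed it, the set stayed past 0.05. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave a p as small. Tissue stress that raises heat-shock genes left no sign in 15 such genes, of which 7 were higher and 8 lower. Their median change was -0.02 (limma's camera, adjusted p = 0.4651, which for this single set equals the unadjusted value). A result without a shift does not exclude stress, and stress that leaves these genes unchanged was not tested. The correction for GC content and length left the immediate early genes at a median of 0.27. Neuronal activity may have differed between the animals because of the genotype, or because of handling before dissection. The labels record no handling, so these explanations cannot be told apart, and the first remains a hypothesis.

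The striatal projection neuron markers rose, with a median of 0.37 and 12 of 12 genes higher (camera adjusted p = 3.437e-10), as did the interneuron markers, with a median of 0.15 and 20 of 22 genes higher (adjusted p = 4.714e-07). The striatal score was -0.32 in wildtype replicate 1, 0.14 and 0.19 in the other wildtype libraries and 0.28 to 0.41 in the libraries labelled Zmiz1-KO. Without wildtype replicate 1 the medians fell to 0.18 and 0.091, so that library may explain part of both shifts. Both sets stayed past 0.05 without it (adjusted p = 8.869e-09 and 5.67e-05), but at the fixed correlation, where such a p is easily reached, so this is weak evidence against that library as the whole source. Of the 4 splits, 2 gave as small a p for the striatal set and 1 for the interneuron set. With an estimated correlation the adjusted p was 0.317 for the striatal and 0.111 for the interneuron set, and with fry 0.216 and 0.0560. A larger share of striatal tissue in the dissections labelled Zmiz1-KO, or a larger share of interneuron RNA, could raise the GABAergic genes that the paper names, and both remain. A loss of excitatory neuron RNA by the genotype might add to the interneuron shift, but by itself it would raise the other cell types too. The oligodendrocyte (-0.15), astrocyte (-0.033), microglia (-0.059) and endothelial (-0.014) medians were lower, as were blood and choroid plexus. Meningeal (0.27) and proliferating cell (0.11) medians were higher. This is only weak evidence against excitatory loss as the only source. Of the lower sets named here, the oligodendrocyte set alone passed an adjusted p of 0.05 (camera). Whether the deletion also changed these other cell types was not tested. As a part of the shift, excitatory loss cannot be told apart from the technical explanations.

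The meningeal and fibroblast markers rose, with a median of 0.27 and 12 of 12 genes higher (adjusted p = 5.522e-11), and 1 of the 4 splits gave as small a p. The adjusted p was 0.167 with an estimated correlation and 0.0687 with fry. More meningeal tissue in the dissections labelled Zmiz1-KO is a candidate explanation for the higher Fmod and Col6a1. Col1a2 of this set, singled out after its value was seen, rose by 0.32 (limma adjusted p = 0.00464).

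The cortical excitatory neuron markers fell, with a median of -0.084 and 8 of 24 genes higher (camera adjusted p = 0.003956). Emx1, the gene whose control drives Cre, belongs to this set (-0.53), and the set was not tested without it. As small a p came from 1 of the 4 splits, but from 2 of all 10, so the real split is not unique in this set. Without replicate 2 labelled Zmiz1-KO the adjusted p was 0.0763, with an estimated correlation 0.328 and with fry 0.216. A smaller share of excitatory neuron RNA may explain part of the lower CPN genes that the paper names, and could come from dissection or from the genotype, which these data do not separate. The size of the shift, -0.084, is below the median of -0.25 over the CPN genes.

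The oligodendrocyte lineage markers fell, with a median of -0.15 and 3 of 16 genes higher (camera adjusted p = 0.00293), and 1 of the 4 splits gave as small a p. The adjusted p was 0.0884 without wildtype replicate 2, 0.335 with an estimated correlation and 0.254 with fry. A smaller share of oligodendrocyte RNA may be a source of this shift, whether from dissection or from the genotype, and no test separated these.

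Gm5512, a gene the paper does not name, fell by 3.09 on the log2 scale, lower in 3 of 3 libraries (limma adjusted p = 2.86e-07). Since 72.2% of its 75-base stretches occur in other genes, mostly Rmnd1, which rose by 0.60, reads moved between the 2 genes are a candidate explanation. The sum of both genes was 731 ± 18.5 normalized counts (SD, n = 3) in wildtype and 776 ± 30.9 (SD, n = 3) in the libraries labelled Zmiz1-KO. It had a log2 fold change of 0.08638 (limma adjusted p = 0.702) and no longer separated the groups. Shared reads therefore remain as an explanation for both changes, and an effect of the genotype on either gene is not shown. A sequence variant between the animals that shifts the assignment of reads was not tested.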

How the results depend on the processing

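The alternatives were set before the data were examined, except the pseudocounts of 0.1 and 10, trimmed-mean scaling, the Xist covariate and the correction for GC content and length, which were chosen after seeing the data. The check of the pairing was chosen only after the result was seen. The 2 count models with DESeq2 named among the alternatives were not run, since the values are not counts. For each change below the cause was not tested.

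Zmiz1 stayed higher in the libraries labelled Zmiz1-KO and past an adjusted p of 0.05 under all 20 alternatives, with log2 fold changes of 0.29 to 0.35. Median-ratio scaling multiplies every value by the same factor and cannot move a result. The counts of DEGs were 65 in the reported comparison, 56 with limma-voom, 64 with upper-quartile scaling, 60 without a filter, 72 with at least 10 in every library, 73 with a mean of at least 300, 64 and 67 with pseudocounts of 0.1 and 10, 65 with trimmed means and 55 with the Xist covariate, all within 1.5 times of 65.

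With limma-voom, 1 CThPN gene passed. At an adjusted p of 0.1 there were 106 DEGs, 41 higher and 65 lower, with 4 CThPN and 7 SFARI genes. Without robust estimation there were 17 DEGs, 8 higher and 9 lower, with 4 of the genes named by the paper, 1 CPN, 0 SCPN, 0 CThPN, 1 SFARI, 2 SynGO and 1 of the 3 qPCR genes; 1733 genes had an unadjusted p under 0.05 in the reported comparison. With the Xist covariate, 5 CPN and 7 SynGO genes passed. After the correction for GC content and length there were 43 DEGs, 39 of them shared with the 65, with 21 lower, and 11 of the genes named by the paper, 3 CPN, 2 SCPN, 1 CThPN and 6 SynGO genes passed. Proliferating cells passed as a marker set after this correction (adjusted p = 0.0120). Of the marker sets, 1 of 13 passed with an estimated inter-gene correlation and 1 with fry, against 6.

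With the replicate number as a block, as if same-numbered libraries were paired, there were 168 DEGs, 65 higher and 103 lower, and 54 of the genes named by the paper, 15 CPN, 11 SCPN, 4 CThPN, 14 SFARI and 24 SynGO genes passed. Across genes, the deviations of same-numbered libraries from their group means had a mean correlation of -0.04, and those of differently numbered libraries 0.02, so the numbers do not track a shared effect. The other 5 ways of pairing the libraries gave 34 to 111 DEGs and 8 to 35 of the named genes. The pairing of the labels gave the most of the 6, which is 1 of 6 and cannot be told apart from chance.

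Across the 6 fits that each left out 1 library, DEGs ran from 12 to 152, with 5 to 40 higher and 7 to 112 lower. Of the genes named by the paper 4 to 30 passed, of the CPN genes 1 to 12, of the SCPN genes 0 to 9, of the CThPN genes 0 to 2, of the SFARI genes 1 to 6, of the SynGO genes 2 to 14 and of the qPCR genes 1 to 3. All 65 DEGs kept their direction in all 6 fits, which had to happen, since their groups do not overlap, and shows no stability. Of the 65, 11 passed in all 6 fits and 2 in none. The number of marker sets was 6 to 7, but which sets passed changed. Choroid plexus passed without wildtype replicate 1 (adjusted p = 5.23e-07), proliferating cells without wildtype replicate 2 (0.0122), and astrocytes without wildtype replicate 3 (0.0299) and without replicate 2 labelled Zmiz1-KO (0.0427), while oligodendrocytes did not pass without wildtype replicate 2, nor excitatory neurons without replicate 2 labelled Zmiz1-KO. For 4 of the sets that did not pass in the reported comparison, camera's direction changed in 1 of the 6 fits: the median of the thalamus set ran from 0.010 to 0.077, that of the blood set from -0.24 to -0.046, that of the choroid plexus set from -0.70 to 0.17 and that of the endothelial set from -0.072 to 0.00046. The log2 fold change of Zmiz2 ran from -0.0088 to 0.064 and was -0.00011 after the correction for GC content and length.

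For the 73 single genes, limma-voom left 7 weaker, the fit without robust estimation 27 weaker, the block 29 stronger, the adjusted p of 0.1 10 stronger, the Xist covariate 8 weaker and 1 stronger, and the correction for GC content and length 19 weaker and 1 stronger. Leaving out 1 library left 6 to 27 of the 73 genes weaker and 0 to 9 stronger. In the simulated data of 3 libraries per group, 70 of 198 genes given the smallest change, of 0.32 on the log2 scale, were recovered. The median change of the DEGs is 0.32, so in such simulated data changes of that size are recovered only in part.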

Differences from the paper's values

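The paper reports 104 DEGs, against 65 here. Of the alternatives set before the data were examined, a value of at least 10 in every library (72), a mean of at least 300 (73), an adjusted p of 0.1 (106) and leaving out wildtype replicate 2 (84) or replicate 2 labelled Zmiz1-KO (152) came within 1.5 times of the paper's count. The others did not: limma-voom gave 56, median-ratio scaling 65, upper-quartile scaling 64, no filter 60, no robust estimation 17, the replicate block 168, and leaving out the remaining libraries 12 to 52.

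The paper's text gives 69 upregulated and 35 downregulated genes, against 26 higher and 39 lower here. For the 69, only the replicate block (65) came within 1.5 times, and the others gave 5 to 41. The paper's Fig. 5B shows the reverse, about 69 downregulated genes, read by eye, against 39 lower here. An adjusted p of 0.1 (65) and the replicate block (103) came within 1.5 times of it, and none of the others did. About 35 upregulated genes in Fig. 5B, read by eye, and 26 here do not differ by this measure.

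Of the paper's 15 CPN genes, 9 passed here. At least 10 in every library (10), a mean of at least 300 (10), an adjusted p of 0.1 (11), the replicate block (15) and leaving out wildtype replicate 2 (12) came within 1.5 times, and the others did not. Of the paper's 12 SCPN genes, 7 passed. At least 10 in every library (8), a mean of at least 300 (9), an adjusted p of 0.1 (10), the replicate block (11) and leaving out replicate 2 labelled Zmiz1-KO (9) came within 1.5 times, and the others, with the genes that only Fig. 2 shows included, did not. Of the paper's 6 CThPN genes, 2 passed, and an adjusted p of 0.1 (4) and the replicate block (4) came within 1.5 times, while the others, with the genes of Fig. 2 included (3), did not. Of the paper's 16 SFARI genes, 4 passed, and only the replicate block (14) came within 1.5 times. Of the paper's 26 SynGO genes, 11 passed, and only the replicate block (24) came within 1.5 times.

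The paper names 59 genes as DEGs, and 34 of these did not pass here. Among those reported, the replicate block called Inhba, Cux2, Ttc28, Dtx4, Ptprk, Bhlhe22, Sphkap, Cdh4, Col6a1, Tgfa, Sema6a, Vcan, Abat, Sst, Gad1, Gad2, Ahi1, Dpysl3, Gria1, Gria2, Satb1, Taok1, Slc8a1, Agrn, Gapdh, Rab3c and Tenm3. An adjusted p of 0.1 called Cux2, Dtx4, Sphkap, Cdh4, Col6a1, Sema6a, Vcan, Sst, Satb1 and Taok1. A mean of at least 300 called Cux2, Cdh4, Col6a1 and Sst, at least 10 in every library called Cux2 and Col6a1, and upper-quartile scaling called Col6a1 and Sst. Leaving out wildtype replicate 2 called Cux2, Dtx4, Ptprk, Bhlhe22, Cdh4, Zcchc12, Gad1, Slc32a1 and Dpysl3. Leaving out wildtype replicate 3 called Col6a1 and Satb1. Leaving out replicate 2 labelled Zmiz1-KO called Sphkap, Col6a1, Vcan, Sst, Gria2, Taok1, Slc8a1 and Gapdh. The correction for GC content and length called Gria1 and the Xist covariate called Satb1, both chosen after seeing the values. No setting called Dpysl2, Rgs8 or Tcf4.

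The paper's Fig. 7G shows Zmiz1 lower in Zmiz1-KO samples by qPCR, and here its log2 fold change was 0.32, higher in 3 of 3 libraries labelled Zmiz1-KO. Of the 44 genes for which the paper gives a direction, 43 had that direction here, with Zmiz1 as the exception. The directions of the CPN, SCPN and CThPN genes come from the paper's heatmaps of the same libraries. Their match was all but fixed in advance and is no independent check. The direction of Zmiz1 comes from qPCR.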

Other observations

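Apart from the count of DEGs over splits of the libraries, every test in this part was chosen only after the result was seen.

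The 6 libraries can be split into 3 and 3 in 10 ways, 4 of which part all 3 same-numbered pairs. Of the 4 splits, 1, the real one, gave as many as 65 DEGs, and the same held for the 26 higher and the 39 lower DEGs. The other 3 of these gave 0 to 5 DEGs, and the 6 that part fewer pairs gave 1 to 10. Of the genes that the paper names, 0 passed in any other split, so 1 of the 4 splits gave as many for that list and for each of the CPN, SCPN, CThPN, SFARI, SynGO and qPCR lists. These lists are the paper's calls on the genotype comparison of the same libraries and show no stability. With 4 splits the share cannot fall under 0.05, so none of these counts can be told apart from chance by this test.

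Zmiz1 was higher in the libraries labelled Zmiz1-KO. A swap of the group labels is a candidate explanation. A swap of the sequencing libraries alone is not borne out, since it would also turn around the other genes that Fig. 7G shows lower in Zmiz1-KO samples, and 3 of those 3 genes were lower in the libraries labelled Zmiz1-KO. Those 3 genes cannot speak against a swap that the qPCR samples share. Such a swap would leave Zmiz1 higher in Zmiz1-KO samples by qPCR as well, and Fig. 7G shows it lower. That goes against a shared swap only as far as the Zmiz1 primers, described below, measured Zmiz1. It was not tested further. Reads from other genes are not borne out, since 1.796% of the 75-base stretches of Zmiz1 transcripts occur in other genes. Transcription of a deleted allele that still yields reads, or feedback on it, could not be tested with a value per gene. Zmiz2, singled out after its value was seen, had a log2 fold change of 0.03 (limma adjusted p = 0.884).

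The qPCR primers of the paper were searched in the annotated mouse transcripts, with positions counted from 1 at the primer's 5′ end and the primer's base first. The Zmiz1 forward primer differs from Zmiz1 by T12C and the reverse primer by C20T. The reverse primer has 0 mismatches to Zmiz2, and the forward primer has 3 (C3G, G15C and C21G). The product predicted from the primer sites is 121 bp for both genes, and whether Zmiz2 is amplified was not tested. The Tnc, Cplx3 and Gria2 primers have 0 mismatches to their genes, with products of 77, 108 and 107 bp. No qPCR values were analysed here.

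DNA of the strain of origin next to Zmiz1 and Emx1 might differ between the groups and produce DEGs near these genes. Of 277 tested genes within 10 Mb of either gene, with Zmiz1 and Emx1 themselves left out, 1, Cacna2d3, was a DEG. Of 15341 other genes, 62 were DEGs (one-sided Fisher's exact test, p = 0.6769). An excess of DEGs near these genes was thus not detected. With so few DEGs in the window, the test cannot exclude this explanation, least of all for Cacna2d3, which lies near Zmiz1.

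Differences in GC content and transcript length between libraries may explain part of the DEGs. The log2 fold changes correlated across genes with GC content (Spearman's rho 0.213) and with length (rho -0.186), over the 98.9% of tested genes with a value, and genes are not independent replicates. After the correction, 43 genes passed, 39 of them among the 65. How much of the bias the correction removed was not checked. A bias therefore remains possible for the DEGs that still pass as well as for the others. Zmiz1 passed after the correction.

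With the replicate number as a block, 54 of the genes that the paper names passed. Animals paired by these numbers could explain this, and 1 of the 6 possible pairings, that of the labels, gave as many. With 6 pairings the share cannot fall under 0.05, and the correlation of same-numbered libraries gave no sign of a shared effect, so the pairing cannot be told apart from chance.

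Libraries within a group differed by a median absolute log2 difference of 0.09 to 0.11 in wildtype and 0.08 to 0.11 in the libraries labelled Zmiz1-KO, and libraries of different groups by 0.10 to 0.13. Of the 65 DEGs, 40 are not among the genes that the paper names as DEGs. The DEGs that passed in every fit that left out 1 library were Egr1, Fos, Gm5512, Olig1, Paqr8, Pde10a, Pla2g7, Ptprz1, Rmnd1, Tnc and Zmiz1, of which Pde10a (0.37), Paqr8 (-0.35) and Pla2g7 (-0.43) were singled out after their values were seen.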
